# Long-distance electron transfer in a filamentous Gram-positive bacterium

**DOI:** 10.1038/s41467-021-21709-z

**Published:** 2021-03-17

**Authors:** Yonggang Yang, Zegao Wang, Cuifen Gan, Lasse Hyldgaard Klausen, Robin Bonné, Guannan Kong, Dizhou Luo, Mathijs Meert, Chunjie Zhu, Guoping Sun, Jun Guo, Yuxin Ma, Jesper Tataru Bjerg, Jean Manca, Meiying Xu, Lars Peter Nielsen, Mingdong Dong

**Keywords:** Electrophysiology, Bacterial physiology, Cellular microbiology, Fuel cells

## Abstract

Long-distance extracellular electron transfer has been observed in Gram-negative bacteria and plays roles in both natural and engineering processes. The electron transfer can be mediated by conductive protein appendages (in short unicellular bacteria such as *Geobacter* species) or by conductive cell envelopes (in filamentous multicellular cable bacteria). Here we show that *Lysinibacillus varians* GY32, a filamentous unicellular Gram-positive bacterium, is capable of bidirectional extracellular electron transfer. In microbial fuel cells, *L. varians* can form centimetre-range conductive cellular networks and, when grown on graphite electrodes, the cells can reach a remarkable length of 1.08 mm. Atomic force microscopy and microelectrode analyses suggest that the conductivity is linked to pili-like protein appendages. Our results show that long-distance electron transfer is not limited to Gram-negative bacteria.

## Abstract (web summary)

Long-distance extracellular electron transfer has been observed in Gram-negative bacteria. Here, Yang et al. show that a filamentous, unicellular Gram-positive bacterium is capable of bidirectional extracellular electron transfer, and forms centimetre-range conductive networks consisting of 1mm-long cells and conductive appendages.

## Introduction

Electron transfer is essential for energy generation and the metabolism of life. Bacteria are versatile in their ability to transfer electrons to various chemicals and to preserve energy. In addition to respiration with intracellular chemicals such as oxygen, sulfate, or nitrate, bacteria can also respire with externally accessed chemicals such as mineral particles (i.e., extracellular electron transfer, EET)^1–3^. Some single-celled bacteria are capable of long-distance electron transfer (LDET) to chemicals or other microbial cells at tens of micrometers distance^4–6^ and multicellular cable bacteria transport electrons in the range of centimetres^7,8^.

Two bacterial LDET strategies have been identified: conductive protein nanowires generated by relatively short, unicellular bacteria (e.g., *Geobacter* species) and conductive envelopes formed by filamentous, multicellular cable bacteria^4,8^. Conductive protein nanowires generated by *Geobacter* and several other microorganisms can transfer electrons over tens of micrometer^4–6^. These protein nanowires can form conductive networks and contribute to direct intercellular electron transfer in biofilms or aggregates composed of different microorganisms^9–11^. Cable bacteria usually form centimetre long filaments as they consist of thousands of cells end-to-end to couple sulfide oxidization in anoxic sediment and oxygen reduction at the sediment surface in aquatic systems^7,12,13^. The periplasmic fibers of cable bacteria have been shown to be conductive and can contribute to LDET^8^. The wide occurrence of bacterial LDET networks affects microbial communities and biogeochemical processes in natural and engineered environments across the earth. All reported bacteria capable of LDET so far have been Gram-negative, and although Gram-positive bacteria are ubiquitous and some are capable of EET, they have not been expected to evolve LDET, as they possess very different cell surface layers^3,14–16^.

Here, we report an additional bacterial LDET strategy represented by *Lysinibacillus varians* GY32, which is capable of bidirectional EET. In microbial fuel cells (MFCs) strain GY32 can form centimetre-range conductive cellular networks composed of insulated filamentous cells with conductive nanowire-like appendages.

## Results

### *L. varians* GY32 can form extremely long cells

Strain GY32 is a unicellular filamentous Gram-positive bacterium isolated from freshwater sediment and contains multiple nucleoids in each cell^17,18^. Previously reported cell length of GY32 was up to about 500 μm with a uniform diameter (∼0.5 μm) in nutrient-rich aerobic medium^17^. In this study, we found that GY32 could grow into a longer shape when anaerobically respiring with graphite electrodes as the sole electron acceptor in MFCs (Fig. 1a and Supplementary Fig. 1). The longest GY32 cell observed in MFCs was 1.08 mm (Fig. 1a), which is longer than *Thiomargarita namibiensis* (750 μm) and *Epulopiscium fishelsoni* (600 μm), the two biggest unicellular bacteria reported before^19^. Cell sections evidenced a single-cell structure of GY32 as no separation was observed inside the filamentous cells (Fig. 1b, c). It should be noted that some multicellular bacteria, such as cable bacteria, can grow to centimetre lengths as they form chains of thousands of cells connected end to end. However, each individual cable bacteria cell is less than 5 μm^3,13^. The filamentous shape of GY32 maintains a surface to volume ratio of 8 μm^−1^, which is similar to that of rod-shape bacteria such as *Escherichia coli* (4.5 μm^−1^) and much higher than that of big coccus *T. namibiensis* (0.004 μm^−1^) and rod-shape *E. fishelsoni* (0.05 μm^−1^)^19^. A higher surface to volume ratio supports a faster rate of nutrient and waste exchange per unit of cell volume and thus a faster growth rate.

**Fig. 1:**
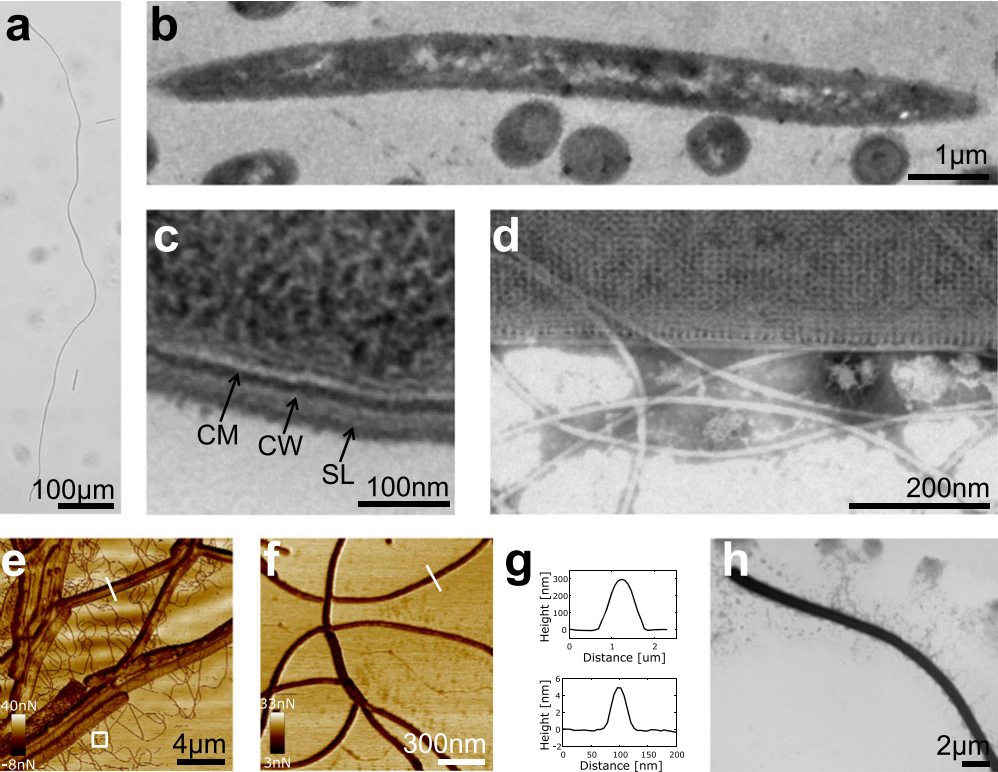
Structures of *L. varians* GY32 cell, cell wall, and nanowire-like appendages. **a** The longest GY32 cell. **b**, **c** Longitudinal and cross-sections of GY32 observed with TEM. CM cytoplasm membrane, CW cell wall, SL S-layer. **d** Structure of the surface layer and appendages observed with TEM. **e**, **f** AFM adhesion maps of GY32 cells and appendages. F is a zoom-in of the white square in (**e**). **g** AFM height profiles of the cell (top) and appendage (below). **h** Representative cell of strain GY32 observed with TEM.

Most Gram-positive bacteria have multilayer peptidoglycan as the major scaffolding structure in the cell wall. In GY32 we furthermore observe two-dimensional crystal layers on the surface (Fig. 1d), indicating a protective S-layer structure on top of the peptidoglycan. The sectioning results (Fig. 1c) suggested width of 20–30 nm of the cell wall, which is comparable to some other Gram-positive bacteria and much thicker than that of the Gram-negative bacteria (2–7 nm). In addition to contributing to the mechanical properties of the cell body, the thick cell wall is generally considered to be a limiting factor for the extracellular electron shuttling capacity of Gram-positive bacteria^16^. Outside the cell wall, pili-like or nanowire-like appendages sticking to the cells were observed by transmission electron microscope (TEM) and atomic force microscopy (AFM) (Fig. 1d–h). The diameter of individual appendages was 6–8 nm as measured by TEM and 4–6 nm as measured from the height profile in AFM (Fig. 1g). The appendages often bind together and tangle, and the length of an individual appendage could be more than 10 μm. The size and structure of the appendages are similar to both type IV pilin and multi-heme c-type cytochrome nanowires of *Geobacter sulfurreducens*^4,20^.

### *L. varians* GY32 can transfer electrons to graphite electrodes in both sediment and liquid environments

To test the possible EET capacity of strain GY32, sediment MFCs (SMFCs) were assembled in which the anode (graphite plate) can serve as a solid electron acceptor for microorganisms and the electricity can be used to evaluate the microbial EET rate in sediment (Fig. 2a, Supplementary Fig. 2)^21^. In the SMFCs containing sediment from the river where GY32 was isolated^17^, the current density increased by 75.2 ± 7.1% after artificial inoculation of GY32 compared to those without GY32 supplement (2.8 ± 0.3 vs. 1.6 ± 0.1 μA/cm^2^, Fig. 2b). A stable current could be maintained for over 10 days, indicating a relatively stable role of GY32 in the sedimentary microbial community. We also assembled SMFCs with sterilized sediments, where GY32 was supplemented to function as the only bacterium. This SMFC generated a current density of 0.9 ± 0.04 μA/cm^2^, which was fivefold higher than that of the background electricity of the sterilized sediments (Supplementary Fig. 2). Live/dead bacteria staining showed that the filamentous GY32 were still alive in the sediments on day 20 after inoculation, and the cell density increased toward the anode surface (Supplementary Fig. 2). These results suggest that strain GY32 can grow in sediments through EET to solid electron acceptors as well as contribute to microbial EET processes in natural environments.

**Fig. 2:**
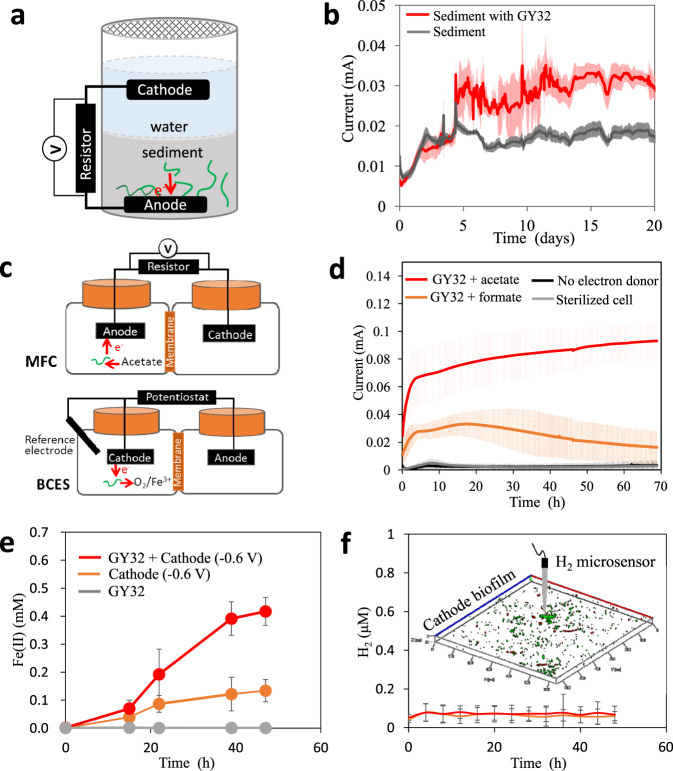
Bidirectional EET between GY32 and electrodes. **a** Schematic of GY32 electricity generation in SMFCs. **b** Electricity generation by inoculating GY32 in SMFCs. **c** Schematic of GY32 EET in MFCs with liquid medium (upper reactor) and in BCESs (lower reactor). **d** Electricity generation by GY32 in MFCs with liquid medium. **e** Fe(III) reduction by GY32 with a cathode (− 0.6 V vs. SHE) as the sole electron donor in BCESs. **f** H_2_ concentration in the BCESs with or without GY32, inset shows the GY32 biofilms on the cathode. *n* = 3 for each experiment, plots show mean and standard deviation. Source data are provided as a Source Data file.

In MFCs containing defined liquid medium (Fig. 2c), GY32 could use acetate or formate as an electron donor for the reduction of graphite anode. In acetate-fueled MFCs, the maximum current density was 7.5 ± 1.2 μA/cm^2^ after being incubated for 69 h (Fig. 2d). Moreover, the biomass of planktonic cells increased simultaneously with the acetate consumption and electricity generation (Supplementary Fig. 2E), suggesting that GY32 respired and grew with the anode as the sole electron acceptor. When respiring with anodes polarized at 0.4 V (vs. standard hydrogen electrode, SHE), strain GY32 generated a maximum current density of 11.7 ± 1.1 μA/cm^2^ (Supplementary Fig. 2F). The current densities of MFCs catalyzed by *L. varians* GY32 were comparable with that of *Shewanella oneidensis* MR-1 using a graphite anode. Cyclic voltammetry curves of anodic GY32 biofilms showed an oxidative peak at 0.09 V and a reductive peak at −0.08 V vs. SHE (Supplementary Fig. 2G) under non-turnover condition. A similar cyclic voltammetry profile with higher peak-current was observed in the presence of acetate as an electron donor (turnover condition), indicating redox species generated within biofilms.

We further tested the capability of *L. varians* GY32 using electrode as electron donor and Fe(III) citrate as electron acceptor in a biocathode electrochemical system (BCES, Fig. 2c). With a graphite cathode polarized at −0.6 V (vs. SHE), GY32 showed a Fe(III) citrate reduction rate of 8.9 ± 1.1 μM/h, while the polarized graphite cathode without GY32 showed a Fe(III) reduction rate of 2.9 ± 0.5 μM/h, and GY32 without the polarized cathode did not reduce Fe(III) (Fig. 2e). The possibility that H_2_ was generated on the negatively polarized electrode and serves as an electron donor to Fe(III) reduction could be ruled out^22,23^ because no H_2_ was accumulated in the cathode chamber (H_2_ concentration maintained lower than 0.1 μΜ, Fig. 2f) and *L. varians* GY32 cannot reduce Fe(III) even in the presence of H_2_ (Supplementary Fig. 3). These results suggested that GY32 used the cathode as the sole electron donor to reduce Fe(III) in the BCESs. Moreover, *L. varians* GY32 could also use a polarized electrode (0.1 V vs. SHE) as an electron donor to reduce dissolved oxygen (Supplementary Fig. 4). Integrating with the electricity generating capabilities, our results showed that GY32 could behave as either electron donor or electron acceptor to extracellular redox particles. Such bidirectional EET capability of GY32 implies a possibility that GY32 could perform interspecies electron transfer with another bacterial cell. Moreover, since electron mediator synthesis would be hampered by the lack of a carbon source in the BCESs, it is more likely that GY32 received electrons from the cathode mainly by direct contact between the cells and the cathode surface.

### *L. varians* and its appendages form conductive cellular networks

When transferring electrons to anodes in MFCs, the filamentous strain GY32 preferred to cluster and form network-like structures surrounding the anode surface (Fig. 3a, Supplementary Fig. 5). These networks could extend several centimetres from the anode surface into the liquid medium. The cell clusters developed unevenly on the anode surface, and most cells maintained the filamentous structure and high viability during electricity generation (Supplementary Fig. 5B). Figure 3a also showed that nanowire-like appendages along the filamentous cells formed subnetworks bridging different cells in the clusters. After being stained by Nano-Orange, a protein-specific fluorescent dye that has been used to visualize bacterial nanowires of *Geobacter* and *Shewanella* species^24,25^, significant fluorescence was observed along with the cell-attached appendages, indicating that these are composed of protein (Fig. 3a).

**Fig. 3:**
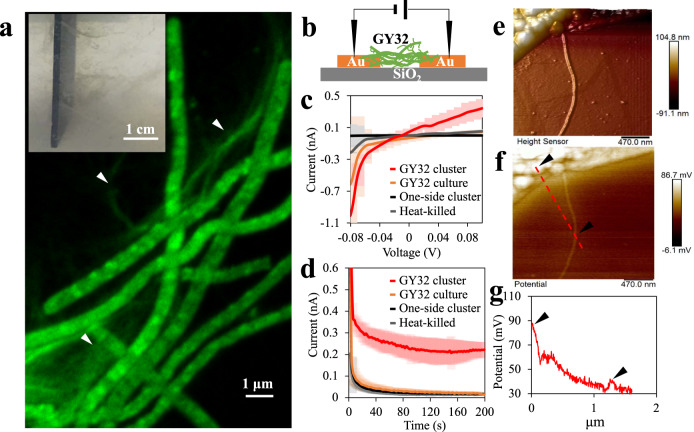
Conductive cellular networks of strain GY32. **a** GY32 networks comprising filamentous cells and nanowire-like appendages stained by Nano-Orange. Inset shows the in situ networks around anode in an MFC, triangles indicate appendages. **b** Schematic of conductance measurement of the hydrated GY32 cell cluster. **c** Current–voltage profiles of live GY32 cell clusters and control samples (*n* = 18 independent bacterial cultures). **d** Current–time profiles of live GY32 cell clusters and control samples (the voltage is 0.1 V, *n* = 18 independent bacterial cultures). **e** 3D-topography image of dehydrated GY32 and an appendage. **f** Surface potential image according to (**e**). **g** Representative surface potential profile along the red line in (**f**), triangles indicate the locations of cell body and appendage. Data in (**c**) and (**d**) are plotted as mean and standard deviation. Source data are provided as a Source Data file.

The cell clusters from the cellular networks, consisting of GY32 cells and their appendages, were picked and used to connect two prefabricated gold electrodes with a 0.1 mm insulating (SiO_2_) gap (Fig. 3b). When the voltage between the two electrodes was swept from −0.1 to 0.1 V, the current increased with the voltage (Fig. 3c). When a fixed voltage of 0.1 V was applied, stable currents of 0.25 ± 0.06 nA were observed (Fig. 3d), suggesting an electronic conductance capability of the cell clusters. The calculated conductivity of GY32 cell clusters ranged from 0.1 to 0.2 mS cm^−1^ (*n* = 18), depending on the structure and growth stage of GY32 cell clusters. This conductivity was in the range of the conductivity of *G. sulfurreducens* biofilms and mixed-species biofilms or microbial aggregates (from several to thousands of μS cm^−1^)^26–28^. In contrast, control samples including (a) clusters of heat-killed GY32 cells, (b) clusters not connecting the gold electrodes, (c) culture supernatant showed much smaller responses to voltage. Moreover, the current obtained for the control samples at 0.1 V was one order of magnitude lower (0.01–0.04 nA) than that of the live GY32 cell clusters (Fig. 3c, d). The conductive GY32 cell clusters suggested that centimetre-range cellular networks around the anode were conductive. The cell clusters conductivity decreased when dried in air and could be recovered when rehydrated with deionized water, which was similar to *G. sulfurreducens* biofilms and consistent with a redox conductivity^26,29^. Moreover, electrochemical gating measurements of biofilms grown on interdigitated microelectrode arrays (IMAs) showed a peak conductivity of 0.25 ± 0.1 mS cm^−1^ at 0.05 V (vs. SHE) when the gate potential increased from −0.4 to 0.2 V (vs. SHE, Supplementary Fig. 6), which also suggested that the LDET of *L. varians* GY32 cellular networks is a redox process^29^.

Kelvin probe force microscopy (KPFM) was then used to further understand the electrical properties of nanostructures in GY32 cell clusters. The samples were prepared on highly conductive gold-coated mica substrates and measurements were conducted using a two-pass lift mode. The first pass was used to probe the topography of the sample (Fig. 3e), and in the second pass, the probe was traced along with the sample at a certain height. A potential is applied between the probe and sample during the second pass to nullify interaction between the probe and sample in a frequency modulated feedback. The contact potential difference (also named surface potential) between the conductive tip and the sample was recorded during the second scan and presented with the gold background set to 0 (Fig. 3f). The potential difference between the nanowire-like appendages and gold substrate was much smaller (5 ± 2 mV) than that between dried GY32 cell and gold substrate (53 ± 11 mV) (Fig. 3f, g). Unlike conductivity tests, KPFM does not produce a current flow but rather measures the long-ranged electrostatic interactions in the sample-probe capacitor set-up. The small potential difference between nanowire and gold showed a similar work function and could indicate that the appendages are much more conductive than the cell envelope of GY32.

### Microelectrode tests suggested conductivity of GY32 appendages

The filamentous cells and their appendages are the main components in GY32 cellular networks. Based on the reported conductive cell envelope of cable bacteria and conductive nanowires of *Geobacter* species^4,8^, the conductivity of both cell envelope and appendages of GY32 should be further evaluated. When we used a single GY32 cell (without appendages connecting the electrodes) to connect fabricated electrode arrays (Fig. 4a, b), no significant current was detected within a direct voltage of 0.1 V. Moreover, no obvious current was obtained when the voltage ranged from −0.1 to 0.1 V (Fig. 4c), regardless of using dried, wet, live or heat-killed cells, indicating that the GY32 cell envelope is not conductive. On the other hand, when electrodes on IMAs were connected by nanowire-like appendages extracted from GY32 cells (Fig. 4d, e), significant current (24.8 ± 4.0 pA, *n* = 8) was observed when a voltage of 0.1 V was applied between the electrodes, while the buffer showed only a current of 2.0 ± 0.5 pA. Similar to the GY32 cell clusters, the conductivity of appendages decreased when dried in air. These results strongly suggest that the appendages are conductive and can be responsible for the conductivity of the cell networks, although further study is needed to elucidate the chemical composition and electrical behavior of an individual appendage.

**Fig. 4:**
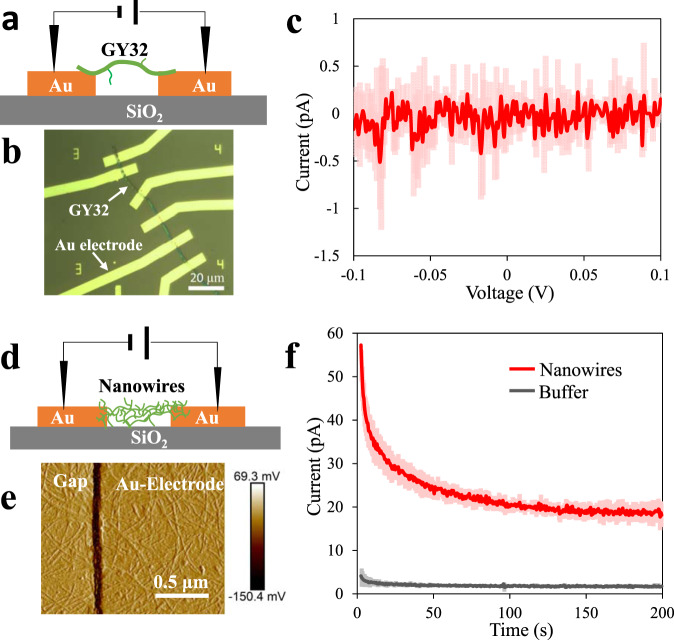
Conductivity measurements of the GY32 cell envelope and nanowire-like appendages by microelectrodes. **a** Schematic of the single-cell measurement; **b** single cell on an electrode array observed under a light microscope; **c** current–voltage curve of a single GY32 cell (*n* = 5, each from independent bacterial culture); **d** schematic of the appendage measurement; **e** appendage network on an electrode array observed by AFM, the dark line indicates a 100 nm height difference between the gap and electrode; **f** current–time curve of the hydrated appendage products (the voltage is 0.1 V, *n* = 8 independent bacterial cultures). Plots show mean and standard deviation. Source data are provided as a Source Data file.

### Possible components participating in the LDET of *L. varians* GY32

Dominant roles of Gram-positive bacteria have been evidenced in many microbial communities capable of reducing metal oxides or electrodes. EET strategies generally involve *c*-type cytochromes or electron shuttles, and EET has been observed for the Gram-positive bacteria *Enterococcus faecalis* and *Listeria monocytogenes* using flavins as electron shuttles^16,30–33^. However, no available information was reported about nanowire-like appendages of Gram-positive bacteria in EET or LDET.

The nanowire-like appendages of GY32 are too thin to be cell membrane extensions (10–150 nm) as found in *S. oneidensis* MR-1 or flagella (15–20 nm)^19,24^. The appendages of GY32 have a similar size to the conductive type IV pilus of some Gram-negative bacteria (i.e., e-pili). In the genome of *L. varians* GY32 (accession number NZ_CP006837.1, https://www.ncbi.nlm.nih.gov/nuccore/NZ_CP006837.1), gene *T479_RS14015* (https://www.ncbi.nlm.nih.gov/nuccore/754147054) is predicted to encode ComGD, a putative type IV pilin. 

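Gene T479_RS14015 lies on the minus strand of the GY32 chromosome from 2928722 to 2929162, in the coordinates of the deposited files. Its annotated coding length is 441 bp, or 147 codons with the stop codon. Transcripts of this gene were few in both growth conditions that were sequenced, cells respiring with a microbial fuel cell (MFC) anode and cells grown aerobically. The mean was 2.89 ± 0.959 TPM (SD, n = 3 cultures) in aerobic cells and 4.41 ± 0.784 TPM (SD, n = 3 cultures) in MFC cells, where the median gene had 12.6 and 13.3 TPM. These values rest on 18, 9 and 19 counts in the aerobic libraries and 25, 19 and 20 counts in the MFC libraries. The log2 fold change of MFC against aerobic cells was 0.36 (standard error 0.44, adjusted p = 0.489 from edgeR's quasi-likelihood test), so a difference was not detectable at this depth. T479_RS14015 belongs to a run of 8 genes on the same strand with gaps of at most 50 bp, from T479_RS13995 to T479_RS14030. None of the 7 genes of this run that could be tested passed both the adjusted p and the 2-fold threshold. The first, T479_RS13995 (shikimate kinase, an enzyme of aromatic amino acid synthesis), passed only the former, with a log2 fold change of 0.84 (adjusted p = 0.0356 in the same test), and passed both without MFC replicate 3 (1.09). Neighbouring genes of the run overlap by up to 23 bp, so their counts are not fully separate. Of the genes described in the part of Supplementary Data 1 used here (43.0% of all genes), 2 carry a competence annotation, and these went opposite ways. The competence protein T479_RS03235 rose from 64.6 ± 8.55 to 135 ± 48.4 normalized CPM (SD, n = 3) in MFC cells (log2 fold change 1.06, standard error 0.28, adjusted p = 0.00970 from edgeR), a call that is lost without MFC replicate 3 (log2 fold change 0.74), without O2 replicate 1 (0.99) or with at least 10 counts required in every library (0.99). The ComF family protein T479_RS03100, of a family that takes part in DNA uptake, fell from 26.9 ± 5.45 to 3.24 ± 1.95 CPM (log2 fold change -3.04, standard error 0.43, adjusted p = 3.29e-04 from edgeR), with -3.64 without MFC replicate 3. Adjusted over the list alone, the counts were again 1 higher and 1 lower.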

The high density of aromatic amino acids is considered to be a key property in conductive type IV pili and archaellum^6,34,35^. The percentage of aromatic amino acids in GY32-ComGD is 13.8% (19/137 amino acids, Supplementary Fig. 7), which is comparable or even higher than that of tested conductive pili^6^. The largest gap between those aromatic amino acids is 24 amino acids, also smaller than the suggested upper limit of 35 amino acids. In addition, three key amino acids are usually considered in e-pili, a phenylalanine (F1) initiating the α-helix domain, a glutamic acid residue in position +5 (E5), and a tyrosine at position +57 (Y57, catalyzing electron transfer to extracellular electron acceptors)^36,37^. GY32-ComGD has E5 and Y57 while the F1 was replaced with an aromatic amino acid tyrosine (Supplementary Fig. 7). We speculate that the conductive appendages of GY32 may be composed of ComGD and may have a similar conductance mechanism to the e-pili of *Geobacter* species^26,34^.

In addition to pili, linear polymers of *c*-type cytochromes can form conductive appendages^20,38^. GY32 has six putative *c*-type cytochrome genes (containing heme-motif CXXCH). Among them, *T479_RS14495* (https://www.ncbi.nlm.nih.gov/nuccore/754147054), *T479_RS06030* (https://www.ncbi.nlm.nih.gov/nuccore/754147054), *T479_RS08690* (https://www.ncbi.nlm.nih.gov/nuccore/754147054), and *T479_RS20980* (https://www.ncbi.nlm.nih.gov/nuccore/754147054) showed significantly higher transcription level in MFCs compared to aerobic growth (transcriptome data accession number: GSE165753, and summarized in Supplementary Data 1). 

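For the transcriptome comparison, RNA was sequenced from 3 cultures of GY32 collected from MFCs, where cells oxidize acetate with the anode as electron acceptor, and from 3 cultures grown aerobically in the same medium with 5 mM acetate. The deposited values are whole-number read counts for 4572 genes in each library, and TPM and FPKM values per library. By the paper's methods, rRNA was removed with a RiboZero kit, all libraries were sequenced in the same lane, and reads were aligned to the GY32 genome with Bowtie2 and summarised per gene by RNA-Seq Expectation-Maximization. The sample records name a TRIzol extraction and a TruSeq kit, where the methods name an RNeasy kit. The counts assigned to genes summed to 7119532, 7433554 and 9060843 in aerobic replicates 1, 2 and 3, and to 8861654, 9529965 and 8085356 in MFC replicates 1, 2 and 3. Whether reads were counted by strand is not given in the sources used here. Counts were normalized by TMM, 3850 genes passed edgeR's filter on low counts, and MFC was tested against aerobic growth with edgeR's quasi-likelihood test. A gene is called changed at the paper's thresholds, an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change of at least 2. On the first principal component, which held 85.4% of the variance of log2 CPM, the MFC and aerobic libraries formed separate groups.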

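Transcripts of all 4 genes were more abundant in every MFC library than in every aerobic library, and 3 of the 4 passed both thresholds of the test. T479_RS20980 rose most, from 2.42 ± 1.26 CPM in aerobic cells to 60.0 ± 19.8 CPM in MFC cells (SD, n = 3 cultures each), 24.8-fold in the fit. T479_RS14495, annotated as cytochrome c551, a small electron carrier, rose from 16.0 ± 1.32 to 71.7 ± 26.5 CPM (SD, n = 3). T479_RS08690 rose from 1.05 ± 0.542 to 6.35 ± 4.10 CPM (SD, n = 3). T479_RS06030 changed least of the 4, with 133 ± 8.77 CPM in aerobic and 219 ± 46.9 CPM in MFC cells (SD, n = 3), 1.65-fold. Supplementary Data 1 describes it as CcsB, a protein of cytochrome c maturation. The log2 fold changes, from edgeR's quasi-likelihood test, were 4.63 for T479_RS20980 (standard error 0.45, adjusted p = 4.75e-05), 2.16 for T479_RS14495 (standard error 0.30, adjusted p = 3.23e-04) and 2.59 for T479_RS08690 (standard error 0.67, adjusted p = 0.00817). For T479_RS06030 it was 0.72 (standard error 0.23, adjusted p = 0.0204 in the same test), past the adjusted p and below the 2-fold threshold. Its adjusted p lies above 0.05 without O2 replicate 1 (0.0691), O2 replicate 2 (0.0545) or O2 replicate 3 (0.0834). The counts adjusted over the list alone were the same, 3 higher and 0 lower, and since the study chose these genes on the same libraries, this is not independent evidence of their direction. An exact permutation test of 3 against 3 cultures cannot give a two-sided p below 0.10. T479_RS08690 rests on few reads, 5, 13 and 7 counts in the aerobic libraries and 65, 15 and 88 in the MFC libraries. On the chromosome, T479_RS14495 lies on the minus strand from 3022945 to 3023295 and T479_RS20980 on the minus strand from 4336896 to 4337846. T479_RS08690 lies on the plus strand from 1886933 to 1888339 and T479_RS06030 on the plus strand from 1325299 to 1326480, where it overlaps the gene before it by 4 bp. From the higher transcription of these genes in MFCs, together with stronger cytochrome staining of proteins from MFC cells, the paper proposes that c-type cytochromes may have a role in extracellular electron transfer.

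**Figure D1:**
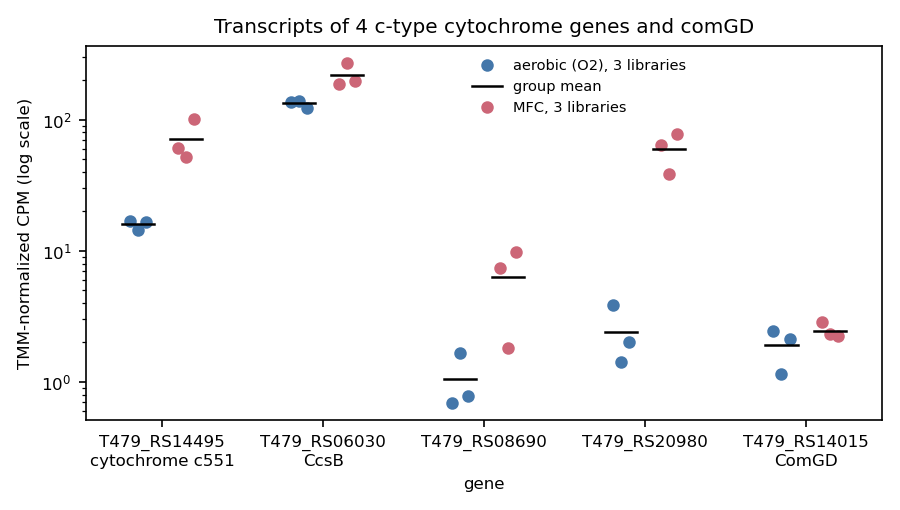
TMM-normalized CPM (log axis) of the 4 cytochrome genes and of comGD, T479_RS14015, in 3 aerobic (blue) and 3 MFC (red) libraries, 1 point per library, with a black line at each group mean. The MFC points of each cytochrome gene lie above its aerobic points, while those of comGD overlap.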

Consistently, cytochrome-specific staining after protein electrophoresis showed that cells grown in MFCs have a higher concentration of c-type cytochromes (Supplementary Fig. 8). These results suggest that c-type cytochromes might play a role in the EET of GY32. However, whether and how these *c*-type cytochromes participate in the LDET and EET by GY32 needs more studies.

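Other genes of cytochrome synthesis and of the respiratory chain also differed between the same MFC and aerobic cultures. Both described pairs of subunits of a cytochrome bd-type ubiquinol oxidase, which passes electrons from quinol to oxygen, were higher in MFC cells. T479_RS19870 (subunit I) rose from 36.8 ± 10.6 to 363 ± 135 CPM and T479_RS19865 (subunit II) from 48.4 ± 18.2 to 390.4 ± 103 CPM (SD, n = 3 each). All 5 described genes of the list of terminal oxidases were higher and 0 were lower, also when adjusted over the list alone. The list holds both these pairs and an assembly protein, and no structural subunit of a cytochrome c oxidase. Only 43.0% of the genes are described, so the list does not stand for all terminal oxidases. Over all genes tested, 1015 of 3850 were called higher. The log2 fold changes were 3.30 for T479_RS19870 (standard error 0.36, adjusted p = 9.09e-05 from edgeR) and 3.01 for T479_RS19865 (standard error 0.34, adjusted p = 1.03e-04 from edgeR). The second pair, T479_RS01170 and T479_RS01175, had log2 fold changes of 1.81 (standard error 0.46, adjusted p = 0.00760) and 1.04 (standard error 0.35, adjusted p = 0.0269) in the same test. T479_RS11320, an assembly protein of cytochrome c oxidase, had 1.13 (standard error 0.41, adjusted p = 0.0387). With upper-quartile scaling 3 of the 5 were called, since T479_RS01175 fell below 2-fold (0.98) and T479_RS11320 (1.07) no longer passed the adjusted p. The count was also 3 without MFC replicate 1, MFC replicate 3, O2 replicate 2 or O2 replicate 3. Of 3 described genes of cytochrome c maturation, 1 was higher, also over the list alone. This is T479_RS08775 (CcdA, which supplies electrons for heme attachment), at 1.03 (standard error 0.20, adjusted p = 0.00203 from edgeR), and it falls below 2-fold under other scalings, such as library totals, and without MFC replicate 1 (0.95). The others are T479_RS06030 and the gene before it, T479_RS06025, at 0.16 (adjusted p = 0.691). Of 10 described genes on the list of menaquinone and heme synthesis, 3 were higher and 4 lower, also over the list alone. The lower ones include T479_RS13235 (-2.92) and T479_RS17700 (-1.74), both uroporphyrinogen-III C-methyltransferases, which matched by wording but do not lead to heme. T479_RS15760 (1.02) and T479_RS15775 (1.15), of heme synthesis, were called higher, but neither call was checked gene by gene under other settings. Between them, T479_RS15765 (0.999) and T479_RS15770 (0.986) passed the adjusted p and fell just short of 2-fold. T479_RS10465, which has the same description as T479_RS15760 (glutamate-1-semialdehyde-2,1-aminomutase), was lower (-1.08, adjusted p = 0.0143 from edgeR). Protoporphyrinogen oxidase T479_RS20160, of a late step of heme synthesis, rose from 31.7 ± 0.575 to 269 ± 79.3 CPM (log2 fold change 3.09, standard error 0.27, adjusted p = 2.66e-05 from edgeR), and the coproporphyrinogen III oxidase T479_RS18820 fell from 183 ± 27.6 to 40.6 ± 8.04 CPM (log2 fold change -2.17, standard error 0.24, adjusted p = 9.95e-05 from edgeR).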

Bacteria can generate a range of appendages with a distinct function, structure, and molecular composition, including flagella^19^, pili^34^, cell membrane extensions^24^, c-type cytochromes polymers^20,38^, pseudopilins, and other unknown nanowires^39^. Although important environmental roles and promising applications of bacterial protein nanowires have been reported, the compositions and mechanisms of many of these nanostructures are still unclear^34,39–41^.

## Discussion

Here, we have shown that the unicellular bacterium *L. varians* GY32 is capable of bidirectional EET and can form centimetre-scale conductive cellular networks, growing into remarkably long cells when anaerobically respiring with graphite electrodes as the sole electron acceptor.

Gram-positive bacteria are ubiquitous in various environments and can be dominant in some iron- or electrode-reducing microbial communities^16,42^. Although several of them have been demonstrated to perform EET via outer membrane cytochromes or electron mediators, current knowledge on the strategies of Gram-positive bacteria to participate in microbial EET and LDET networks are much less compared to these of Gram-negative bacteria^3,16,30–33^. Our results show that the filamentous Gram-positive bacterium *L. varians* GY32 is capable of bidirectional EET and can form centimetre-scale conductive cellular networks. KPFM, electrode array tests, and gene expression analyses suggest that nanowire-like appendages, and possibly *c*-type cytochromes, may be key components in the EET and LDET of the conductive cellular networks. However, the detailed composition and mechanism of GY32 electric networks need to be elucidated.

More and more evidence suggests a wide distribution of microbial LDET in natural and engineering environments^3–5,7,11,27^. Two types of microbial LDET networks have been intensively studied. Firstly, short cells (e.g., *Geobacter* and *Shewanella*) integrated with extracellular nanowires. These LDET networks depend largely on the biofilm formation on particle surfaces and have a limited thickness (generally ≤ 0.1 mm)^37^. Secondly, filamentous cable bacteria with serially connected cells and intracellular nanowires^7,8^. Cable bacteria LDET networks can span centimetre distances but exist mainly at sediment–water interfaces. The LDET networks of Gram-positive *L. varians* GY32 comprise filamentous, unicellular cells and extracellular nanowire-like appendages, resembling a combination of the two LDET network modes of Gram-negative bacteria (Fig. 5). Centimetre-long cell networks of GY32 can form around the solid electron acceptors (Fig. 3a). Given that GY32 is a facultative anaerobic bacterium, it might potentially form conductive networks in both oxic and anoxic environments.

**Fig. 5:**
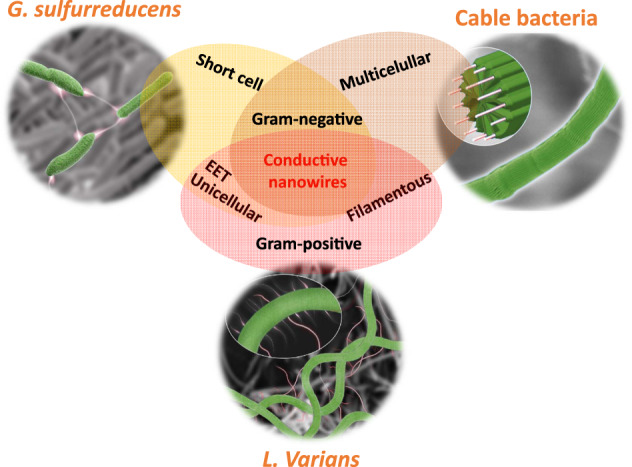
A comparison among the conductive networks of *Geobacter*, cable bacteria, and *L. varians* GY32. *Geobacter* can form conductive networks (i.e., biofilms) comprising short unicellular bacteria and extracellular conductive protein nanowires^4^. Filamentous multicellular cable bacteria conduct electricity through intercellular nanowires in the bacterial envelope^8^. *L. varians* GY32 combines a filamentous shape with extracellular nanowire-like appendages to form conductive networks.

## Methods

### Bacterial culture

*L. varians* GY32 was isolated from heavy metals-polluted sediment and preserved in our laboratory^17^. Strain GY32 was cultivated aerobically in Luria–Bertani broth (LB) for 12 h (30 °C, 120 rpm) in flasks. The LB (1 L) contained 5 g yeast extract (LP0021, Oxoid, United Kingdom), 10 g Tryptone (LP0042, Oxoid, United Kingdom), and 5 g NaCl. Before being used for inoculation to MFCs or further tests, the LB-cultivated bacteria cells were washed in sterilized phosphate buffered saline (PBS) or deionized water for at least three times by centrifugation at 8000×*g* for 5 min. PBS used here (pH 7.2, 1 L) contained 8 g NaCl (C111545, Aladdin, China), 0.2 g KCl (P112133, Aladdin, China), 3.63 g Na_2_HPO_4_·12H_2_O (S112623, Aladdin, China), 0.24 g KH_2_PO_4_ (P104071, Aladdin, China), the pH was adjusted by HCl (10011008, Hushi, China).

### Nanowire appendage preparation

Nanowire-like appendages were extracted following the methods reported before^20^. The final nanowire preparations were collected in 2 ml dialyzed ethanolamine buffer and stored under 4 °C before microscope and conductivity tests. The ammonium sulfate (A801012) and ethanolamine (E808764) used in this experiment were bought from Shanghai Macklin Biochemical Co., Ltd., China.

### MFC assembly and operation

For MFCs containing liquid medium, three dual-chamber MFCs were assembled and operated as reported previously with minor modifications^43^. Briefly, plain graphite plates (2 × 3 × 0.1 cm, Koboi, China) were used for both anodes and cathodes. Anodic medium (1 L) contained 12.8 g/L of Na_2_HPO_4_ (S818118, Macklin, China), 3 g/L of KH_2_PO_4_ (P815662, Macklin, China), 0.5 g/L of NaCl (S805275, Macklin, China), 1.0 g/L of NH_4_Cl (A801304, Macklin, China) and 5 mM of formate (S164504, Aladdin, China) or acetate (S118649, Aladdin, China) as the sole electron donor. PBS supplemented with 50 mM potassium ferricyanide (C01512028, Macklin, China) was used as catholyte. The anode culture was inoculated with the PBS-washed *L. varians* cells with an initial OD_600_ of 0.02. The anode chambers of the MFCs were bubbled with pure N_2_ until the dissolved oxygen in the medium was below 0.3 µM with an oxygen microelectrode (detection limit: 0.3 µM, OX-14125, Unisense, Denmark). Titanium wire with a 1000 ohm resistor was used to connect the cathode and anode in each MFC and the voltage of the resistor was recorded with a multimeter (Keithley 2700, USA) to calculate the current. MFCs were operated under 30 °C. The MFC setup is illustrated in Fig. 2c. Anodic bacterial growth was determined by quantifying the total protein concentration of anode culture with a Bradford protein assay kit (C503031, Sangon Biotech, China). Electron donor consumptions were evaluated periodically during MFC operation with a high performance liquid chromatography system (1525, Waters, USA) equipped with a Waters 2487 detector^44^. A Zorbax SB-Aq (880975-914, Agilent, USA) column was used at 35 °C and operated with a mobile phase containing 2% CH_3_OH and 98% of 0.01 M K_2_HPO_4_ (pH 2.8). The flow rate was 0.6 mL/min and the detection wavelength was 210 nm.

To further test the EET capability of *L. varians* GY32 to a polarized electrode, the same MFC reactors and electrolyte were prepared except for that the external resistors were replaced with an electrochemical workstation (CHI 1040C, China) and an Ag/AgCl reference electrode (1038, Gaoss Union, China) was placed in each anode chamber. The anodes were polarized at 0.203 V vs. Ag/AgCl reference electrodes (i.e., 0.4 V vs. SHE). The current between anode and cathode was recorded for every 100 s under 30 °C by the electrochemical workstation.

SMFCs were assembled with a method described in our previous report^45^. Sediments sampled from Lianjiang (Guiyu, China, where strain GY32 was isolated, N23°17′39.32″, E116°21′1.93″) were treated with a 0.5 cm sieve and stored under 10 °C before use. To obtain sterilized sediment, some of the sieved sediment was autoclaved (120 °C 20 min) for three times (once every 2 days). Totally, 50 mL of sterilized or non-sterilized sediment was inoculated with PBS-washed strain GY32 (to a final density of approximately 1000 cells/mL), and then homogenized and covered with 20 mL of sterilized tap water in beakers. Plain graphite felts (2 × 0.4 × 2 cm, Koboi, China) were used for anodes in sediment and cathodes in water. To exclude ambient microorganisms, the beakers were covered with eight layers of gauze. Titanium wires with a resistor of 1000 ohm were used to connect the anodes and cathodes in all SMFCs. The current through the resistor was monitored by a multimeter (2700, Keithley, USA). Fifteen SMFCs were operated here, including three SMFCs containing sterilized sediments, three SMFCs containing sterilized sediments inoculated with strain GY32, three SMFCs containing sterilized sediments inoculated with strain GY32 and 10 mM of formate, three SMFCs containing unsterilized sediments, three SMFCs containing unsterilized sediments inoculated with strain GY32. All SMFCs were operated at room temperature (25 ± 3 °C). The setup is illustrated in Fig. 2a and a photograph is shown in Supplementary Fig. 2A.

### BCESs assembly and operation

Three dual-chamber BCESs were assembled as previously reported^43^. Graphite plates (2 × 3 × 0.1 cm, Koboi, China) connected to titanium wires were used for both anodes and cathodes. For cathodic Fe(III) reduction, both cathode and anode chamber contained 100 mL sterilized PBS. The cathode chamber was supplemented with GY32 (washed for three times with sterilized PBS, initial 0D_600_ = 0.05) and 2 mM of ferric citrate (F110791, Aladdin, China). The cathode potential was poised at −0.6 V (vs. SHE) by using an electrochemical workstation (CHI 1040C, China) and an Ag/AgCl reference electrode. The cathode chambers were bubbled with pure N_2_ until the oxygen in the PBS was below 0.3 µM as measured with an oxygen microelectrode (detection limit: 0.3 µM, OX-14125, Unisense, Denmark) and then sealed with butyl rubbers and plastic caps. BCESs with either unpolarized cathodes or GY32-free catholyte were operated as controls. The Fe^2+^ concentration was tested by ferrozine assay^46^ and H_2_ concentration at the surface of the cathode was monitored with a H_2_ microelectrode (H_2_-25-7343, Unisense, Denmark). Similarly, three dual-chamber BCESs were assembled for cathodic oxygen reduction. The catholyte was 100 mL sterilized PBS and the dissolved oxygen was elevated to 233.8 ± 2.7 μM by bubbling with air. The initial OD_600_ of PBS-washed GY32 cells in catholyte was 0.05. Each anode chamber was supplemented with 100 mL sterilized PBS. The cathode potential was poised at 0.1 V (vs. SHE) by using an electrochemical workstation (CHI 1040C, China) and an Ag/AgCl reference electrode. The cathode chambers were sealed with butyl rubber gaskets and plastic caps. Triplicate BCESs with either unpolarized cathodes or GY32-free catholyte were operated as controls. The dissolved oxygen in the cathode chamber was tested using the oxygen microelectrode (OX-14125, Unisense, Denmark). All BCESs were tested in an anaerobic workstation (AEP, Electrotek, United Kingdom) under 30 °C. The setup is illustrated in Fig. 2c.

### Cyclic voltammetry and electrochemical gate measurements

After the tests of the current generation by GY32 with 0.4 V-polarized anodes, cyclic voltammetry profiles of GY32 biofilms on working electrodes were measured under turnover condition (with acetate as electron donor). Then the anodic cultures in the three MFCs were replaced with anaerobic (N_2_-bubbled) fresh PBS while the anodic GY32 biofilms and Ag/AgCl reference electrodes were maintained and non-turnover cyclic voltammetry profiles were recorded. During cyclic voltammetry measurements, the anode potential varied between −0. 4 and 0.3 V (vs. SHE) with a scan rate of 2 mV/s, data of the third cycle were presented. The cyclic voltammetry of bare electrodes in anaerobic PBS was also tested to evaluate the background current.

Electrochemical gating measurements of GY32 biofilms were conducted using a bipotentiostat model of Autolab PGSTART302N electrochemical workstation (Metrohm, Switzerland), as described before^47^. Biofilms of *L. varians* GY32 were grown on IMAs (Yuxin, China) serving as anodes in MFCs. The IMAs consisted of 50 parallel gold rectangular bands, each 2 mm long × 20 μm wide × 100 nm thick, with 20 μm gaps patterned onto a SiO_2_ substrate. The two ends of IMAs were connected to Ti-wires via silver pastes (Electrolub, United Kingdom). Biofilms grown on IMAs in aerobic LB medium (30 °C for 24 h) were observed under a microscope to ensure the separated electrode arrays were connected by biofilms. Biofilms-connected IMAs and Pt-wires were then used as working electrode and counter electrode, respectively, in glass bottles containing 100 mL of anaerobic PBS as electrolyte and Ag/AgCl reference electrodes. The two arrays on IMAs were used as source and drain electrodes, respectively. While the source potential was increased from −0.4 to 0.2 V (vs. SHE) step wisely, the drain potential was increased simultaneously and maintained a 0.01 V voltage (*V*_sd_) between the source and the drain electrode. The increment between every two steps was 0.05 V and the maintaining time for each step is 300 s to allow the transient charging current to decay. The current differences (*I*_sd_) between the drain and source currents were calculated and divided by 2 (*I*_sd_) and then used to calculate the conductivity (*σ*) of biofilms with the formula *I*_sd_ = *σSV*_sd_^47^, where *S*, the IMAs geometric factor, was calculated to be 6.6 cm for the IMAs used here. It should be noted that the calculated conductivity can be considered as a minimum value as the calculation assumed that the IMAs were fully covered by biofilms, which is different from the unevenly distributed biofilms on IMAs (Supplementary Fig. 6). Three biological repeats were included in this experiment.

### Atomic force microscopy

Bacterial cells or the nanowire filaments were immobilized on glass slides and loaded on a Bioscope Resolve AFM (Bruker, USA). The AFM was operated in PeakForce QNM mode and using SCANASYST-AIR probes (nominal spring constant 0.4 N/m, nominal tip radius 2 nm) (Bruker AFM Probes, USA). All images were further processed and analyzed by Nanoscope Analysis 1.9 (Bruker, USA). KPFM mode was used to measure the surface potential of GY32 cells and the nanowire appendages with electrically conductive SCM-PIT probes (Bruker AFM Probes, USA). The bacteria samples were loaded on gold-coated mica substrates or highly oriented pyrolytic graphites and then washed with deionized water five times. After being air-dried, the samples were scanned with a lift scan height of 50 nm and a drive amplitude of 2 V. The AFM investigation was performed for three independent cultures of *L. varians* GY32 all showing similar results.

### Direct current (DC) conductivity tests via electrode arrays

The conductivity of cell clusters and nanowires was tested under fully hydrated conditions^26^. To test the conductivity of the cell clusters, cell clusters (*n* = 18 different bacterial cultures) were picked from the MFC cultures with a glass hook and then washed with deionized water five times. The clusters were then loaded on a prefabricated electrode array with 1 mm wide gold electrodes separated by 0.1 mm insulating SiO_2_-gaps. The DC measurements through the fully hydrated cell clusters were performed with a probe station equipped with a Keithley 2614B source meter in an ambient environment (25 °C). In addition to cell clusters, control samples including uncentrifuged bacteria culture, culture supernatant, heat-killed cell clusters, and deionized water were also tested. A voltage, typically ranged from −0.1 to 0.1 V, was applied between the two gold electrodes to test the *I–V* profiles of different samples with a scan rate of 10 mV/s. *l–t* profiles of the samples at a voltage of 0.1 V maintained for 200 s were also tested. The conductivity *σ* of a typical cellular cluster was calculated using the formula *σ* = *l*/(*AR*)^8^, where *l* is the conduction length of 100 µm and *A* is the cross-section of about 40 µm^2^ (cluster width of 40 µm with an average height of 1 µm, determined by AFM). The resistance *R* is found from a current/voltage-measurement (−0.1 to 0.1 V, scan rate 10 mV/s) to be about 0.25 × 10^9^ ohms, resulting in conductivity of 0.1 mS/cm. This can be seen as a minimum value for the conductivity since it assumes the whole cellular network to be responsible for the conduction.

The same IMAs used in the above electrochemical gate measurements were also used to test the conductivity of nanowire appendages extracted from GY32 culture. One microlitre buffer containing nanowire appendages (*n* = 8), or ethanolamine buffer without nanowire appendages as a control, was loaded on an electrode array. The electrode array was then observed with AFM to confirm the connection of electrodes by nanowires (Fig. 4e). The *I–V* (from −0.1 to 0.1 V, scan rate 1 mV/s) and *I–t* (0.1 V maintained for 200 s) profiles of the electrode array connected by nanowires were tested.

To test the conductivity of the individual cells, 2 μL of GY32 culture, after being diluted by 1000-fold with deionized water, were loaded on a laboratory fabricated electrode array (Fig. 4b). Cells (*n* = 5) connecting two or more electrodes were located under an optical microscope and the *I–V* profile between the electrodes connected by these cells were tested (from −0.1 to 0.1 V, scan rate 2 mV/s) with the probe station equipped with a Keithley 2614B source meter in the ambient environment (25 °C).

### Confocal laser scanning microscopy

PBS-washed bacteria cells and biofilms on MFC anodes were stained with LIVE/DEAD^™^ BacLight^™^ Bacterial Viability Kit (L7012, ThermoFisher, USA) using the manufacturer protocol. The stained cells were observed under CLSM (Zeiss 700). This Kit was also used to evaluate the number and viability of GY32 cells in sterilized sediments. Before being stained, 1 g wet sediment from each SMFCs was diluted in 10 mL sterilized PBS. Totally, 1 mL of the diluted sediment suspensions were then stained with the Bacterial Viability Kit and observed under CLSM. The numbers of filamentous cells (cell length ≥ 20 μm) were counted. Bacteria cell clusters in MFCs and the nanowire appendage product were stained with Nano-Orange (N10271, ThermoFisher), a protein-specific fluorescent dye^24,25^, and then observed under CLSM as described by the manufacturer protocol.

### TEM

TEM observation of *L. varians* GY32 cells and cell sections was conducted as our previous report^18^. After being cultivated aerobically for 12 h in LB, *L. varians* GY32 cells and cellular envelope structures were observed with TEM (HITACHI, H-7650). PBS-washed bacterial cells were used to prepare the section samples. The washed cells were fixed with glutaraldehyde (G7651, Sigma-Aldrich, USA) overnight, and then washed with PBS for five times, followed by osmium tetraoxide (75632, Sigma-Aldrich, USA) fixation for 40 min and washing again. Sections of 0.5–1 mm^3^ were dehydrated with ethanol and acetone, followed by epoxide resin and sectioning. Section samples were also observed with TEM after being stained by uranyl acetate and lead acetate. The TEM investigation was performed for four independent cultures of *L. varians* GY32 all showing similar results.

### Transcriptome analysis

GY32 cells were collected from MFCs containing 5 mM of acetate as the electron donor and from a control culture of GY32 cells grown aerobically in 30 mL of the same medium. Each cultivation was performed in triplicate. All cells were harvested in the middle of the exponential growth phase for transcriptome analysis by centrifugation (5000*g*, 10 min). Cell pellets were resuspended in 1 mL of RNA protect bacterial reagent (76506, Qiagen, USA) for 5 min, collected by centrifugation (5000*g*, 10 min), and then resuspended in 200 μL of RNase-free water. RNA from the samples was extracted using an RNeasy kit (74104, Qiagen, USA) and purified with RNase-free DNase I (79254, Qiagen, USA) to digest residual genomic DNA. RNA quality was verified using a bioanalyzer (model 2100, Agilent Technologies). Equal amounts of the six RNA samples were used for further analysis. rRNA was removed by using a RiboZero rRNA removal kit (RZH1046, Epicenter, USA) according to the manufacturer’s protocol. 

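Counts from rRNA genes remained in all 6 libraries and were lower in the MFC libraries. The 8 rRNA genes described in the part of Supplementary Data 1 used here took 3.08% to 4.43% of the counts in the 3 aerobic libraries and 0.102% to 0.141% in the 3 MFC libraries. Most of these counts were from a 5S gene, T479_RS20005, with 33426 ± 7435 CPM in aerobic and 1219 ± 280 CPM in MFC libraries (SD, n = 3). Its log2 fold change was -4.78 (standard error 0.35, adjusted p = 1.15e-05 from edgeR). Counts from tRNA genes went the same way, with 0.279% to 0.327% for 44 described genes in the aerobic and 0.00737% to 0.0125% in the MFC libraries. All 6 rRNA genes and all 28 tRNA genes with enough counts for the test were lower in MFC libraries, also when adjusted over each list alone. The 16S gene T479_RS17510 had 629 ± 60.9 CPM in aerobic and 1.83 ± 0.797 CPM in MFC libraries (SD, n = 3; log2 fold change -8.41, standard error 0.38, adjusted p = 2.36e-06 from edgeR). The 5S gene T479_RS17500 had a log2 fold change of -7.29 (standard error 0.33, adjusted p = 2.36e-06 from edgeR). Among the tRNA genes, T479_RS00940 (tRNA-Met) had -6.48 (standard error 0.32, adjusted p = 3.17e-06) and T479_RS20420 (tRNA-Lys) had -6.28 (standard error 0.36, adjusted p = 4.15e-06) in the same test. Copies of rRNA genes share reads, so values of single copies are uncertain.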

The resulting mRNA was used to construct a 300–594 bp cDNA library and sequenced on a HiSeq 2500 platform (Illumina, USA) in the same lane. Raw sequence data were deposited at the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE165753. Raw reads were checked and visualized with FastQC (Version 0.11.2, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Clean reads were aligned with the reference genome using Bowtie2 tool (version 2.3.2) to identify known genes and to calculate gene expression by RNA-Seq Expectation-Maximization. The gene expression level was further normalized by using the transcripts per kilobase million mapped reads method to eliminate the influence of different gene lengths and amount of sequencing data on the calculation of gene expression. The edge R package (http://www.r-project.org/) was used to identify differentially expressed genes across samples with fold changes ≥ 2 and a false discovery rate adjusted *P* (*q* value) < 0.05. 

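At these thresholds, 2066 of the 3850 genes tested differed between MFC and aerobic cells, 1015 with more transcripts in MFC cells and 1051 with fewer. Among genes with a product description, above-median abundance and no overlap between the groups, rRNA and tRNA genes left out, the largest rises were of a methyl-accepting chemotaxis protein, T479_RS09065, from 2.87 ± 0.167 to 252 ± 126 CPM (SD, n = 3), and of biotin synthase, T479_RS13375, from 3.92 ± 1.31 to 179.9 ± 146 CPM. Biotin synthase had 231, 15.2 and 294 CPM in MFC replicates 1, 2 and 3 (log2 fold change 5.51, standard error 0.96), so its place in this order is uncertain. Next came YidD, T479_RS17205, which aids insertion of membrane proteins (log2 fold change 5.00), a Zn-dependent hydrolase, T479_RS08900 (4.99), and butanediol dehydrogenase, T479_RS14340 (4.76), which links acetoin and butanediol. Butanediol dehydrogenase was the most abundant of these, with 2974 ± 635 CPM in MFC and 109.9 ± 12.2 CPM in aerobic cells (SD, n = 3). The largest falls among the same genes were of 2 adjacent genes of the minus strand, a ring-cleaving dioxygenase, T479_RS21370 (log2 fold change -7.86), and a flavin reductase family protein, T479_RS21365 (-7.72), at -8.54 and -8.47 without MFC replicate 2. They were followed by an FMN-dependent NADH-azoreductase, T479_RS20675 (-7.28), an ABC-2 transporter permease, T479_RS06165 (-6.30), and a glyoxalase, T479_RS18910 (-6.00). The azoreductase had 1642 ± 460.0 CPM in aerobic and 10.5 ± 0.881 CPM in MFC cells (SD, n = 3). Over these 10 genes the standard errors were 0.29 to 0.96 and the adjusted p-values 2.69e-06 to 0.00106 in edgeR's quasi-likelihood test. Tested against a 2-fold change itself (glmTreat), 1361 genes passed, 648 higher and 713 lower.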

DEGs were then subjected to enrichment analysis of gene ontology (http://geneontology.org/) function and Kyoto encyclopedia of genes and genomes (https://www.genome.jp/kegg/pathway.html) pathways, and *q* values were corrected using <0.05 as the threshold.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The transcriptome data that support the findings of this study have been deposited in the Gene Expression Omnibus with accession number GSE165753. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Long-distance electron transfer in a filamentous Gram-positive bacterium
**Source:** Nat Commun. 2021 Mar 17;12:1709. doi: 10.1038/s41467-021-21709-z
**Supplement:** Supplementary file 1 — Supplementary Information

Supporting Information

Long-distance electron transfer in a filamentous Gram-positive bacterium

Yonggang Yang^{1,2,3}, Zegao Wang^{4,5}, Cuifen Gan¹, Lasse Hyldgaard Klausen⁴, Robin Bonn  ⁶, Guannan Kong¹, Dizhou Luo¹, Mathijs Meert⁶, Chunjie Zhu¹, Guoping Sun¹, Jun Guo², Yuxin Ma⁷, Jesper Tataru Bjerg⁸, Jean Manca⁶, Meiyong Xu^{1,2,3*}, Lars Peter Nielsen⁸, Mingdong Dong^{4*}

7 School of Life sciences and biopharmaceutics, Guangdong Pharmaceutical University, Guangzhou, 510006, China

This PDF file includes:

Supplementary Figure 1 to 8

Other supplementary materials for this manuscript include the following:

Supplementary Data 1

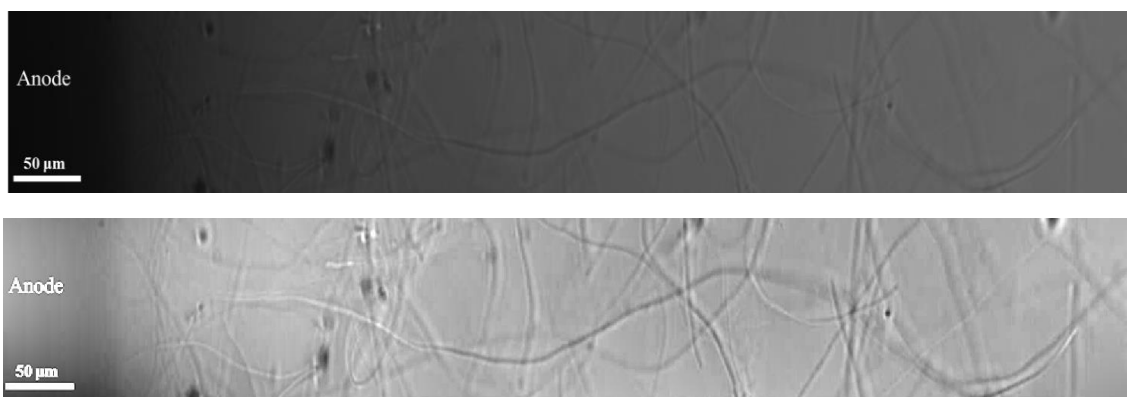

Supplementary Figure 1. Filamentous GY32 cells in a microbial fuel cell. Original (top) and treated with a brightness gradient (bottom).

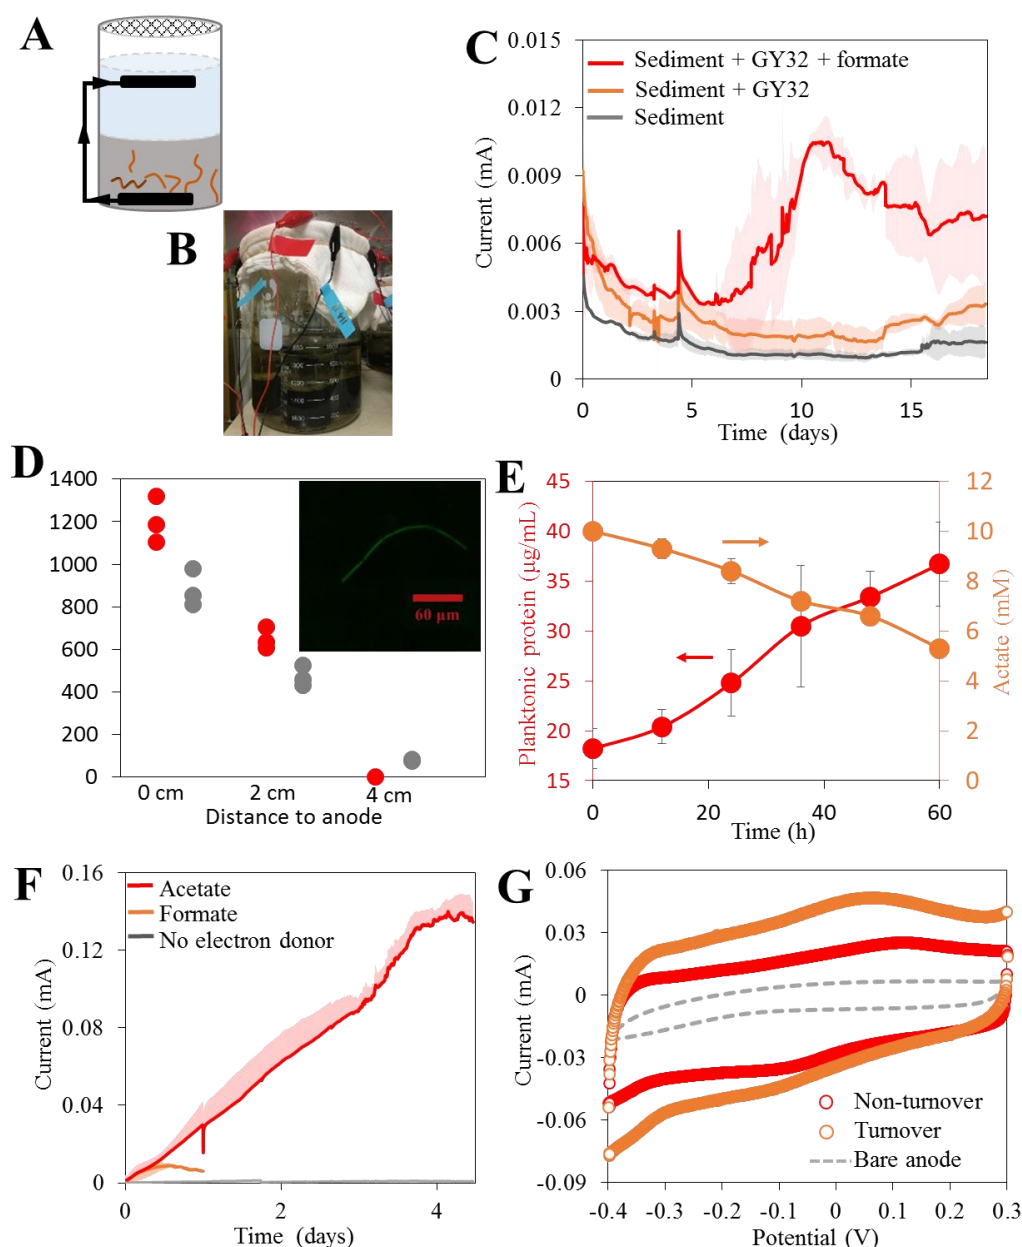

Supplementary Figure 2. Extracellular electron transfer capacity of GY32 in sediment microbial fuel cells. (a) Schematic of a SMFC supplemented with GY32 in the sediments and covered with eight layers of sterilized gauze to avoid the growth of ambient microbes in the sediments. (b) Picture of SMFCs in experiment, triplicate small SMFCs were operated in the same big flask covered by gauze. (c) Current generation by SMFCs containing sterilized sediments with or without GY32. (d) Distribution of GY32 in the sterilized sediments after a 25-day-electricity generation with an average length of approximately 60 μm . The red and grey dots indicate the GY32 number in SMFCs with closed circuit and open circuit, respectively. Insert shows a GY32 cell stained by LIVE/DEAD^{TM} BacLight^{TM} Bacterial Viability Kit (Invitrogen). (e) The biomass (evaluated by cellular protein concentration) increase with acetate consumption in liquid MFCs. The long shape and flocs of GY32 makes it difficult to evaluate the cell growth by optical density or colony counting. Therefore, the cell growth was evaluated by quantifying the protein of the planktonic culture with a Bradford protein assay kit. (f) Current generation by strain GY32 using a polarized anode (0.4 V vs standard

hydrogen electrode) as electron acceptor and acetate or formate as electron donor. (g) Representative cyclic voltammetry curves of anodic GY32 biofilms under turnover and non-turnover conditions. c-f shows the results from 3 biological replicates (n=3) as mean $\pm$ SD. Source data are provided as a Source Data file.

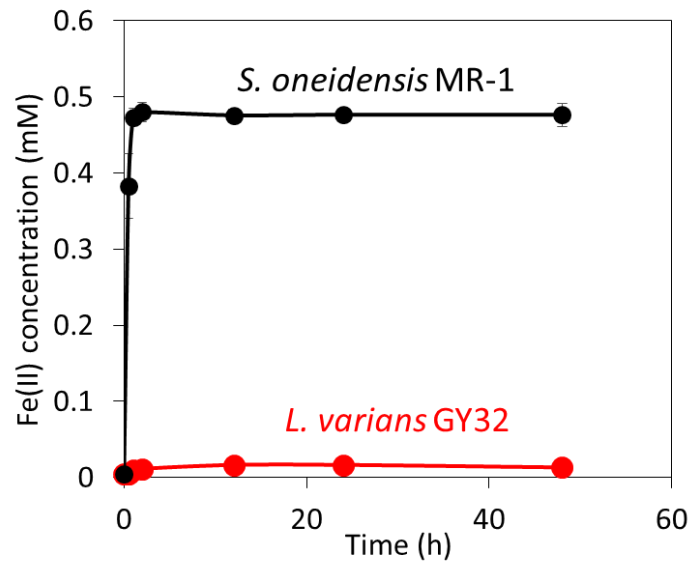

Supplementary Figure 3. H₂ reduction by *L. varians* GY32 *Shewanella oneidensis* MR-1. *L. varians* GY32 and *Shewanella oneidensis* MR-1 were inoculated in sterilized PBS buffer (pH 7.0, initial OD₆₀₀ = 0.1) containing 1 mM of ferric citrate in serum bottles. The buffer was firstly bubbled with nitrogen to remove oxygen (verified by O₂ microelectrode, H2-25-7343, Unisense) and then bubbled with pure hydrogen until the H₂ concentration reached 0.5 mM (measured by H₂ microelectrode, H2-25-7343, Unisense). The serum bottles were sealed with butyl rubber and aluminium caps. *S. oneidensis* MR-1 was used as a positive control as it has the capability to use H₂ as electron donor to reduce ferric citrate (Liu et al., 2002, Biotechnol Bioeng 80: 637–648). n = 3. Source data are provided as a Source Data file.

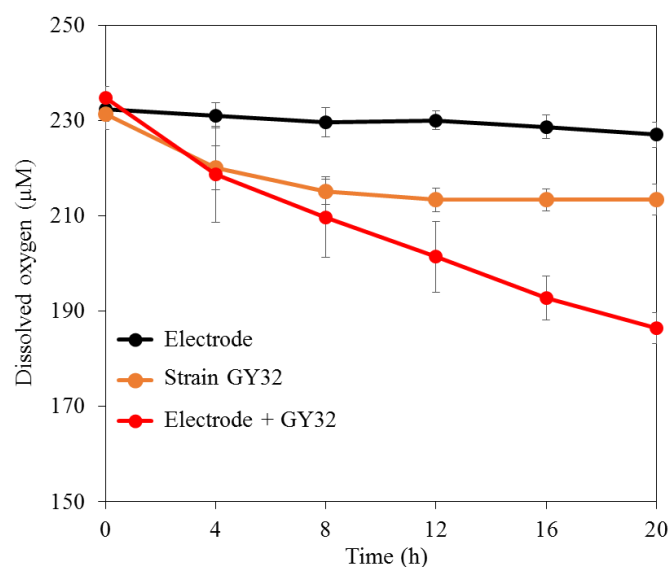

Supplementary Figure 4. O₂ reduction profile of *L. varians* GY32 using electrode polarized at 0.1 V (vs standard hydrogen electrode) as electron donor. In the BCES with polarized electrode and GY32, the oxygen reducing rate ($2.5 \pm 0.3 \mu\text{M/h}$) was much higher than the BCES with only GY32 ($0.9 \pm 0.2 \mu\text{M/h}$) or polarized electrodes ($0.3 \pm 0.1 \mu\text{M/h}$) ($n = 3$ independent bacterial culture, plot shows mean $\pm$ SD). The oxygen reduction by PBS-washed GY32 without a polarized electrode may be attributed to the inherent nutrients stored within the cells. Source data are provided as a Source Data file.

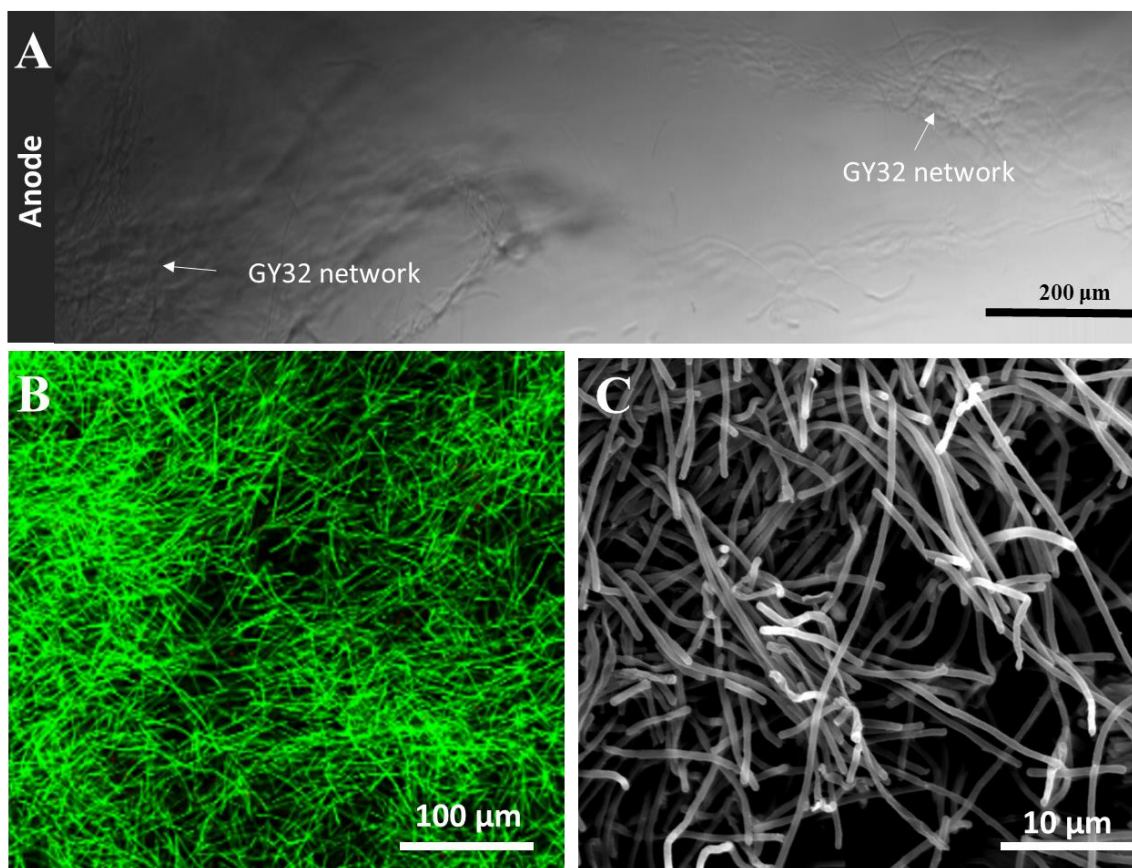

Supplementary Figure 5. Filamentous structure of GY32 cellular networks at anode surface. (A) GY32 cellular networks around the anode surface in MFCs containing liquid culture. (B) GY32 biofilms grown on the anode (stained by LIVE/DEAD™ BacLight™ Bacterial Viability Kit, Invitrogen). (C) Anode GY32 biofilms observed under scanning electronic microscope.

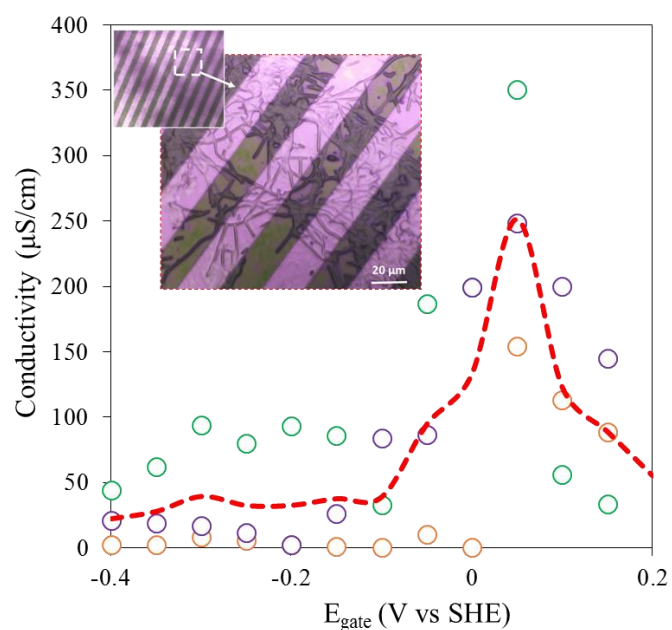

Supplementary Figure 6. Conductivity of GY32 biofilms based on electrochemical gating measurements. The dotted curves indicate conductivities of three biofilm samples and the dashed line indicates the averaged conductivities of the three samples (E_{gate} : gate potential). Insert shows the GY32 biofilms on IMAs. The image with a white square shows a zoom-out view of the biofilms in which the dark-purple areas indicate dense biofilms and light-purple areas indicate rare biofilms. The white arrow indicates a zoom-in of the white square and the dark-purple filaments indicate GY32 cells. Source data are provided as a Source Data file.

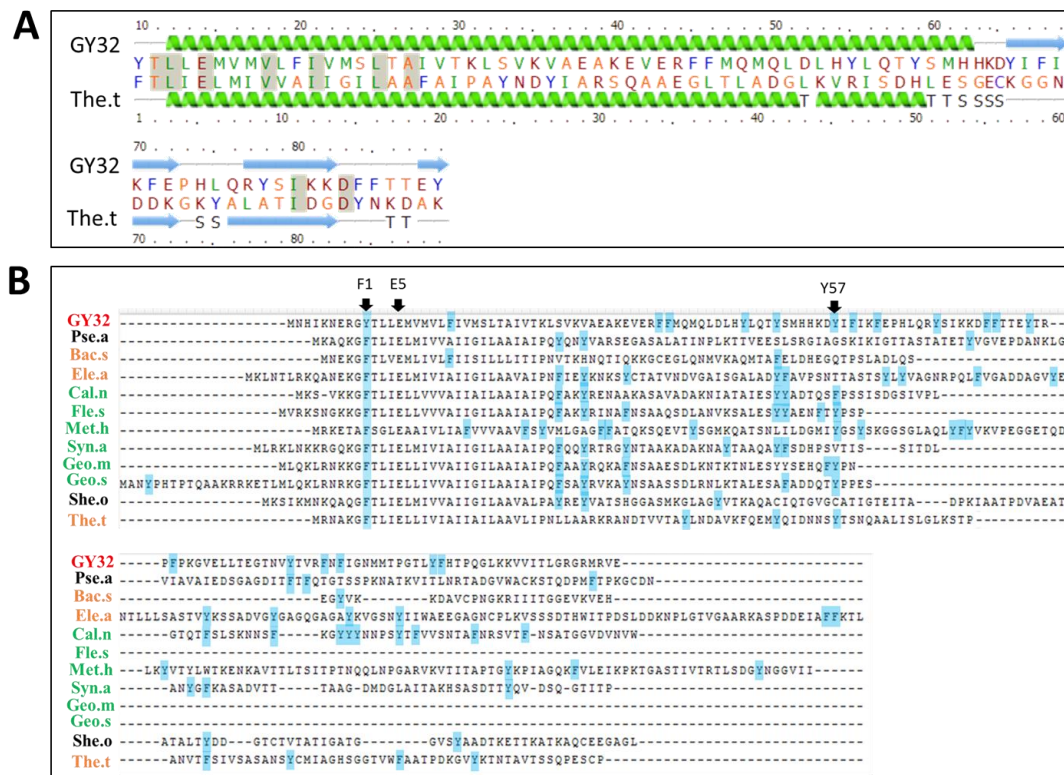

Supplementary Figure 7. GY32-ComGD structure. (A) Predicted secondary structure of GY32-ComGD (protein id: WP_024361267.1, <https://www.ncbi.nlm.nih.gov/protein/636839507>) using Phyre2 (<http://www.sbg.bio.ic.ac.uk>). The template structure is type IV pilin of *Thermus thermophiles* (The.t, <https://www.ncbi.nlm.nih.gov/protein/AAM55486>) with a confidence of 99.3% and a coverage of 82%. (B) Aromatic amino acids (marked in blue) in GY32-ComGD and pilins from several other microorganisms. The position of F1, E5 and Y57 are indicated by arrows. The proteins used here is: GY32 (WP_024361267.1 of *Lysinibacillus varians* GY32), Pse.a (P04739 of *Pseudomonas aeruginosa*, <https://www.ncbi.nlm.nih.gov/protein/P04739>), Bac.s (B657_24710 of *Bacillus subtilis*, <https://www.ncbi.nlm.nih.gov/protein/402481913>), Ele.a (Ga0183576_10762 of *Ca. Electronema* sp. GS, <https://www.ncbi.nlm.nih.gov/protein/1578860704>), Cal.n (Calni_0149 of *Calditerrivibrio nitroreducens*, <https://www.ncbi.nlm.nih.gov/protein/312938870>), Fle.s (Flexsi_2288 of *Flexistipes sinusarabici*, <https://www.ncbi.nlm.nih.gov/protein/336108085>), Met.h (Mhun_3140 of *Methanospirillum hungatei*, <https://www.ncbi.nlm.nih.gov/protein/88189828>), Syn.a (SYN_00814 of *Syntrophus aciditrophicus*, <https://www.ncbi.nlm.nih.gov/protein/85723214>), Geo.m (Gmet_1399 of *Geobacter metallireducens*, <https://www.ncbi.nlm.nih.gov/protein/78193866>), Geo.s (GSU1496 of *Geobacter sulfurreducens*, <https://www.ncbi.nlm.nih.gov/protein/AAR34870.1>), She.o (WP_011070777.1 of *Shewanella oneidensis*, https://www.ncbi.nlm.nih.gov/protein/WP_011070777.1?report=genpept), The.t (AAM55486 of *Thermus thermophiles*, <https://www.ncbi.nlm.nih.gov/protein/AAM55486>). Green names indicate verified conductivity, black names indicate no conductivity, yellow names indicate unknown conductivity.

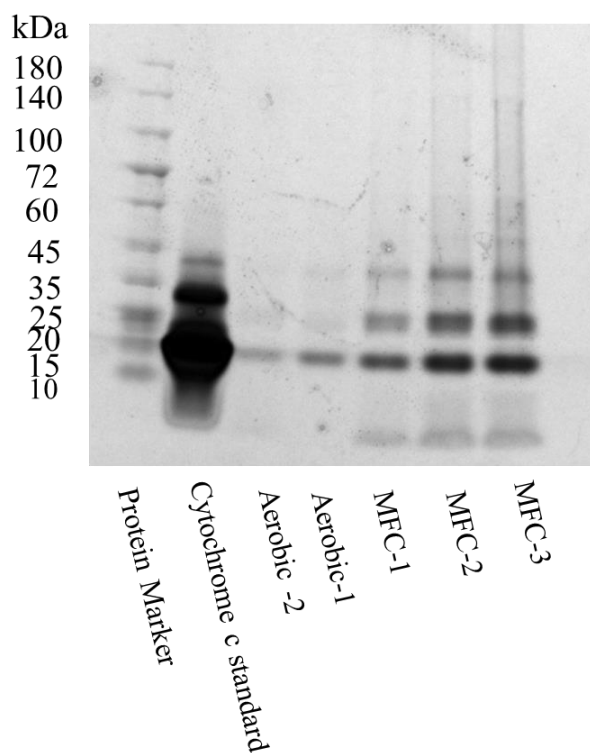

Supplementary Figure 8. Polyacrylamide gel electrophoretic separation of the extracellular proteins stained by cytochrome-specific 3,3',5,5'-tetramethylbenzidine. Equal protein amount (100 μ g) was loaded in each lane of a 12% SDS-PAGE gel. It can be seen that GY32 grown in MFCs generated higher *c*-type cytochrome concentration than GY32 grown under aerobic condition. Lane MFC-1, MFC-2, MFC-3 show samples from three MFCs, Lane aerobic-1, aerobic-2 show samples from aerobic culture of GY32.

# Supplementary material for: Long-distance electron transfer in a filamentous Gram-positive bacterium
**Source:** Nat Commun. 2021 Mar 17;12:1709. doi: 10.1038/s41467-021-21709-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

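In cells respiring with the MFC anode, transcripts of 4 of 5 genes of chaperones and Clp proteases, of 19 of 39 tested genes of flagella and chemotaxis and of 7 of 13 tested genes of fatty acid beta-oxidation were more abundant than in aerobic cells, and those of 11 of 22 ribosomal protein genes were less abundant. Over all 3850 genes tested, 1015 were called higher and 1051 lower, and no list was tested against the other genes. The chaperonin GroEL (T479_RS20325) rose from 450.4 ± 115 to 7975 ± 507 CPM and the chaperone DnaK (T479_RS14660) from 542 ± 99.8 to 6360 ± 241 CPM (SD, n = 3 cultures each). Malate synthase A (T479_RS00540), of the glyoxylate shunt that lets cells grow on acetate, rose from 1285 ± 399.7 to 7627 ± 3429 CPM (SD, n = 3). Of 5 described chaperone and Clp protease genes, 4 were higher and 0 lower. The log2 fold changes from edgeR were 4.15 for GroEL (standard error 0.30, adjusted p = 1.10e-05) and 3.55 for DnaK (standard error 0.27, adjusted p = 1.26e-05). GroES (2.73) and GrpE (2.07) were the others called. The Clp gene on the list, ClpX (T479_RS15815), was not called (0.48, adjusted p = 0.0791 in the same test). Of 6 genes of the tricarboxylic acid (TCA) cycle, the glyoxylate shunt and acetate use, 3 were higher and 0 lower. These were malate synthase A (log2 fold change 2.57, standard error 0.41, adjusted p = 6.92e-04 from edgeR), the E1 component of 2-oxoglutarate dehydrogenase, T479_RS10875 (log2 fold change 1.93, standard error 0.26, adjusted p = 2.82e-04 from edgeR), and an acetate-CoA ligase, T479_RS16915 (1.68, standard error 0.32). Of 13 tested genes of fatty acid beta-oxidation, 7 were higher and 0 lower, such as an acyl-CoA dehydrogenase, T479_RS17990 (2.60, standard error 0.33, adjusted p = 1.95e-04 from edgeR), and an enoyl-CoA hydratase/isomerase family protein, T479_RS10605 (1.67, standard error 0.25). With at least 10 counts required in every library, or a mean TPM of at least 5 in the higher group, 4 were called, since some of the 7 fall short of these minimums. Of 5 genes annotated as ATP synthase, 3 subunits of the F0F1 enzyme were higher and 1 gene was lower. The epsilon subunit, T479_RS02735, had a log2 fold change of 1.30 (standard error 0.30, adjusted p = 0.00499 from edgeR). The gene that fell, T479_RS03690, had -1.36 (standard error 0.34, adjusted p = 0.00734). Without MFC replicate 2, without O2 replicate 3, with library totals in place of TMM or with at least 10 counts in every library, 2 of the 5 were called. Tested against a 2-fold change itself (glmTreat), 0 of the 5 passed. Of 39 tested genes of flagella and chemotaxis, 19 were higher, 3 lower and 17 did not pass. The higher ones include genes of the flagellum itself. Among these are a flagellar hook protein, T479_RS03205 (log2 fold change 2.94, standard error 0.33, adjusted p = 1.06e-04 from edgeR), and the export chaperone FliS, T479_RS03215 (3.43, standard error 0.41). Beside T479_RS09065 (log2 fold change 6.45, edgeR), the chemotaxis coupling protein CheW (T479_RS13460) rose from 58.0 ± 2.75 to 261 ± 48.4 CPM (SD, n = 3; log2 fold change 2.17, standard error 0.23, adjusted p = 6.82e-05 from edgeR). The 3 lower genes were flagellin (T479_RS02830), the protein of the flagellar filament, which fell from 224 ± 22.5 to 92.1 ± 12.2 CPM (SD, n = 3; log2 fold change -1.28, standard error 0.21, adjusted p = 8.34e-04 from edgeR), and 2 annotated as chemotaxis proteins. Of 22 ribosomal protein genes, 11 were lower and 3 higher, and their share of all counts was 6.88%, 6.41% and 7.14% in aerobic replicates 1, 2 and 3 and 1.93%, 3.17% and 1.62% in MFC replicates 1, 2 and 3. The 50S protein L35 (T479_RS16610) fell by 3.01 on the log2 scale (standard error 0.35, adjusted p = 1.10e-04 from edgeR), while L25 (T479_RS00350) rose by 3.93 (standard error 0.43, adjusted p = 8.78e-05). Adjusted over each list alone, all these counts of higher and lower genes were the same. The lists hold only genes described in Supplementary Data 1 without its last 2606 of 4572 rows.

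**Figure D2:**
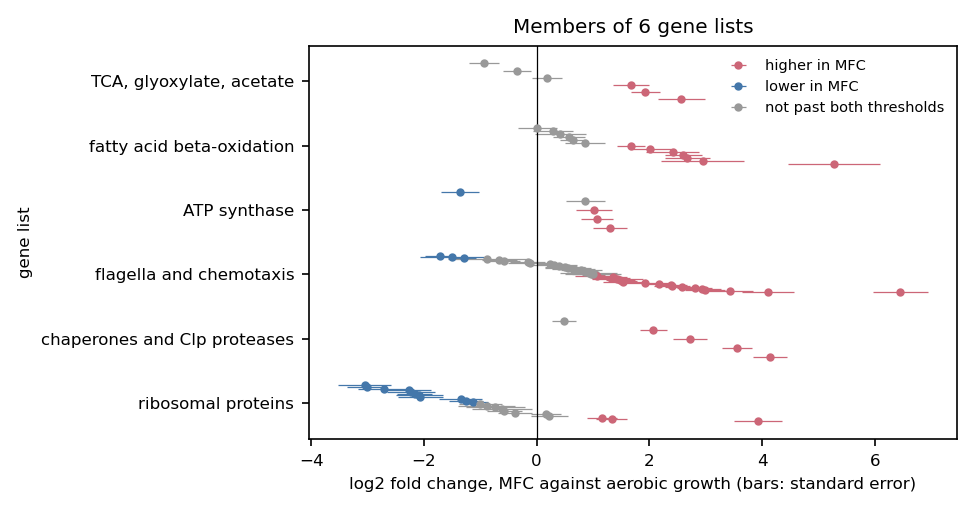
Log2 fold change of MFC against aerobic growth, with its standard error, for each tested gene of 6 lists, 1 point per gene. Genes called higher in MFC are red, genes called lower are blue and the others grey. Of the chaperone and Clp protease genes 4 of 5 are red, all but ClpX, and 11 of 22 ribosomal protein genes are blue.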

Description: Transcriptomic comparison of *Lysinibacillus* varians GY32 respiring with oxygen and MFC-anode.

How the deposited data were processed for this re-analysis (not part of the article)

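RNA of Lysinibacillus varians GY32 was sequenced from 3 cultures respiring with an MFC anode and 3 cultures grown aerobically, and each library is 1 culture. The authors deposited a table of whole-number read counts for 4572 genes in the 6 libraries and, for each library, TPM and FPKM values with each gene's strand, coordinates and length on the GY32 chromosome. The paper's methods name FastQC, Bowtie2 and RNA-Seq Expectation-Maximization for these values, and edgeR for the comparison. The submitters' processing notes name FastQC 0.11.2, Trimmomatic 0.36, Bowtie2 2.3.2, TopHat2 2.0.11, SAMtools 0.1.18.0 and Cufflinks 2.0.0. The deposited TPM values equal the counts divided by gene length and scaled to a sum of 1000000 in 27427 of 27432 values (within 0.01), and the deposited FPKM values follow from the counts in all 27432. Lengths are multiples of 3 for 97.4% of the genes, so they are coding lengths.

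The counts were used as deposited. Library totals ran from 7119532 to 9060843 (median 7433554) in the aerobic group and from 8085356 to 9529965 (median 8861654) in the MFC group, so a count of 0 allows up to 3 counts, 0.315 to 0.421 CPM depending on the library, and covers counting error only. No 2 libraries of a group differed by less than the sampling noise: the chi-square per degree of freedom between replicates was 47.9 to 79.0 in the aerobic and 154 to 479 in the MFC group, largest between MFC replicates 2 and 3. Genes were filtered with edgeR's filterByExpr at its default settings, which kept 3850, normalized by TMM, and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, design with the growth condition alone). A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2, as the paper's methods state. Fold changes are MFC against aerobic growth on the log2 scale, and the standard error is the fold change divided by the square root of the F statistic. CPM values are normalized by TMM. The biological coefficient of variation was 31.1%. Tested on counts simulated for 3795 genes of the MFC and aerobic comparison with 200 changed genes, the test found 20% of the 2-fold and 92% of the 4-fold changes at an adjusted p under 0.05, and called 4 unchanged genes. It called 116 genes in all there, against 2066 in the data. The adjustment is stricter where few genes change, so these shares do not measure the power in the data. Normalization with as many genes changed as in the data was not simulated.

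Genes named in the text were chosen by a rule fixed before the counts were examined, but after the mean TPM and fold changes of the described genes had been seen in Supplementary Data 1, where the means equal those of the deposited TPM values (within 0.01, or 0.01% of the mean for large ones) in every row used here. The rule took the 5 genes the paper names by locus tag, all tested terminal oxidase and competence genes, in each direction the 5 called genes with the largest fold change among those with a product description, above-median abundance and no overlap between the groups (rRNA and tRNA genes left out), and the 2 called members with the smallest p of every other list. Further list members are named where a count of 5 or fewer, a run of genes or a direction missing among those named called for it, after their values were seen. Gene descriptions come from that table, of which all but the last 2606 of 4572 rows (43.0%) were used here, and 3 of the 5 genes the paper names have none. Of 23 gene lists, fixed at the same time and after the same values had been seen, by the wording of the descriptions, 21 had members. No described gene matched the list of NADH and succinate dehydrogenases and electron transfer flavoproteins, and the list of cytochromes by heme motif, which needs the genome sequence, was not analysed here. 7 genes that matched a list by wording alone but whose description names another function were left out after matching. Not all such genes were left out: T479_RS13235, T479_RS17700 and T479_RS10285 stayed in their lists, as did flavin reductases such as T479_RS21365 in the flavin list. Set tests (fry and camera), which had been planned with a preset and an estimated inter-gene correlation, were not run, because a part of a table does not give whole lists, so a list is described only by its counts of called genes.

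The alternatives were DESeq2 1.42.0, edgeR's exact test, limma-voom (limma 3.58.1), RLE and upper-quartile factors and library totals in place of TMM, removal of rRNA and tRNA genes, no filter or at least 10 counts in every library, other thresholds (the adjusted p alone, glmTreat against 2-fold, and a mean TPM of at least 5 in the higher group), the replicate number as a block, each replicate left out in turn, and limma on log2 TPM with a pseudocount of 1 or 0.1 and with or without a filter at a mean of 1 TPM. Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.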

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

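The gene lists below hold called genes that the paper does not discuss, where the genes called in the same direction were at least 3 and no fewer than the rest of the tested genes. No list was tested against the other genes, of which many were called too (1015 higher and 1051 lower of all 3850 tested), so the counts do not show that a list stands apart. The tests of explanations for the rRNA and tRNA counts were chosen after the result was seen.

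All 6 tested rRNA genes and all 28 tested tRNA genes were lower in MFC cells. A loss of short RNAs from the MFC libraries does not account for the fall of the 16S and 23S genes. The 3 tested, 1558 to 2931 bp long, had a median log2 fold change of -6.17 (-8.41 to -4.53). Such a loss stays open for the 5S genes, which hold most of the tested rRNA counts. The 5S gene T479_RS20005 had a mean of 33426 CPM in aerobic and 1219 CPM in MFC libraries. No tested 16S or 23S gene had a mean above 1561 CPM. The tRNA genes had a median of -4.52 (-7.29 to -1.92), which cannot rule out more complete removal of rRNA as the reason. The sources used here do not say whether the kit also takes up transcripts that hold tRNA. Some tested tRNA genes lie near rRNA genes by locus tag, such as T479_RS20405 (tRNA-Gly) next to the 16S gene T479_RS20400. The median over the 34 rRNA and tRNA genes was -4.32 or lower under 6 scalings. Against TMM, the others shifted fold changes by a median of -0.06 to 0.20 log2, too little to account for either fall. More complete removal of rRNA, alone or together with a loss of short RNAs, stays open. So do lower amounts of stable RNA in cells respiring with an anode, and no test here separates these.

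The list of terminal oxidases, which holds bd-type subunits and an assembly protein only, had 5 of 5 tested genes higher in MFC cells. Chaperones and Clp proteases had 4 of 5 higher, all but ClpX, and ATP synthase had 3 of 5 higher. TCA cycle, glyoxylate shunt and acetate genes had 3 of 6 higher, and beta-oxidation had 7 of 13 higher. S-layer and cell surface genes had 5 of 7 higher. Ribosomal proteins had 11 of 22 lower. The list of flavin synthesis and flavinylation had 3 of 6 lower, among them T479_RS21365, a flavin reductase family protein whose description names neither process.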

How the results depend on the processing

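Of the alternatives, the list that keeps the 7 genes left out on their description was chosen after the data were examined. The minimum mean TPM of 5 matches a cut seen in Supplementary Data 1, whose means equal those of the deposited values. The count of 2066 changed genes ran from 1678 to 2120 under the other tests, scalings, filters and units, 2385 with the adjusted p alone and 1899 with a mean TPM of at least 5, and 1361 (648 higher, 713 lower) with glmTreat, which tests against 2-fold and so passes fewer genes. With limma on log2 TPM (pseudocount 1), fold changes were higher by a median of 0.20 log2, and the calls were 1135 higher and 911 lower. Unit, test and filter differ together in that setting. Leaving out 1 replicate gave 1842 to 2228 changed genes, 903 to 1091 higher and 939 to 1137 lower. Of the 10 ways to split the 6 libraries into 3 and 3, 1 (the real one) gave as many calls, 2066, and the highest other gave 0 by edgeR (66 genes at an unadjusted p under 0.05 at most), but so few splits cannot give a share under 0.05. No source says that replicate numbers pair the cultures: residuals of libraries with the same number correlated at 0.11, 0.23 and 0.08, and not every library correlated best with its own number. With the replicate block, 2053 genes were called. T479_RS20980 and T479_RS14495 stayed called in every setting run, T479_RS08690 in all that tested it but a mean TPM of at least 5 (log2 fold change 2.59), and T479_RS06030 was called with the adjusted p alone (0.72). Depth limits T479_RS08690 and T479_RS14015, which have at most 88 and 25 counts in a library.

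Counts of called genes per list moved as follows, and the cause was not tested except where fewer genes could be tested. With glmTreat they were 0 for cytochrome c maturation (from 1), 2 for terminal oxidases (from 5), 4 for menaquinone and heme synthesis (from 7), 0 for ATP synthase (from 4), 1 for flavins (from 4), 14 for flagella and chemotaxis (from 22), 1 for competence (from 2), 3 for the S-layer (from 5), 1 for cell division (from 3), 9 for ribosomal proteins (from 14), 1 for oxidative stress (from 4) and 5 for iron uptake (from 8). With at least 10 counts in every library, which leaves fewer genes, they were 0 for cytochrome c maturation, 2 for ATP synthase, 4 for beta-oxidation (from 7), 2 for flavins, 1 for competence, 3 for the S-layer, 0 for phage genes (from 3) and 11 for tRNA (from 28). Cytochrome c maturation was 0 with DESeq2, RLE or upper-quartile factors, library totals, or rRNA and tRNA genes removed, and 2 with the adjusted p alone, where cell division was 5. Terminal oxidases were 3 with upper-quartile factors, and ATP synthase 2 with library totals. With a mean TPM of at least 5, beta-oxidation was 4 and phage genes 1, and phage genes were also 1 on log2 TPM with a pseudocount of 1, with or without the filter.

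Leaving out 1 replicate gave 0 to 1 for cytochrome c maturation (0 without MFC replicate 1), 3 to 5 for terminal oxidases (3 without MFC replicate 1 or 3 or O2 replicate 2 or 3), 2 to 5 for ATP synthase (2 without MFC replicate 2 or O2 replicate 3), 2 to 4 for flavins (2 without MFC replicate 1 or O2 replicate 1 or 2) and 1 to 2 for competence (1 without MFC replicate 3 or O2 replicate 1). Of the other 50 genes named by the rule, 39 kept their direction and call in every setting run and 11 kept their direction and lost the call in at least 1, 42 of 1090 values in all; none changed sign. Of those named outside it, only 8 were checked. T479_RS06025, never called, had log2 fold changes up to 0.40 with 1 replicate left out. It changed sign without MFC replicate 2 (-0.25) and O2 replicate 3 (-0.01). T479_RS13995 was called on log2 TPM, with adjusted p alone and without MFC replicate 3 (1.09). T479_RS07705 lost its call in 6 of 21 and T479_RS07715 in 4 of 22 settings (glmTreat, replicates left out and, for the former, DESeq2). Flagellin lost its call with glmTreat, and T479_RS13565, T479_RS04390 and T479_RS16915 kept theirs throughout. The planned set tests and their estimated correlation were not run.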

Differences from the paper's values

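The mean TPM values compared equal the paper's, which are means of the same deposited values. With the settings of the text, the fold changes of T479_RS14495 and T479_RS06030 lie no farther from the paper's than their standard error. That error measures the spread between cultures, not a change of unit on the same libraries. Under 10 of 22 other settings the fold change of T479_RS06030 lies farther than this error, and under 6 of 22 that of T479_RS14495, all of them nearer to 0 than the paper's value. The paper gives ComGD 137 amino acids, and the annotated coding length of T479_RS14015 gives 146 before the stop codon. Supplementary Data 1 gives fold changes as aerobic over MFC growth, computed from mean TPM: in every row used here its log2 fold change equals the log2 ratio of its 2 mean TPM values (within 0.001). For T479_RS14495 the paper's log2 value is -2.41 and the value from the counts is -2.16 in that direction, and for T479_RS06030 the paper's is -0.933 and the value from the counts is -0.72. On log2 TPM the values in that direction are -2.30 (pseudocount 1) and -2.33 (pseudocount 0.1) for T479_RS14495, and -0.92 and -0.93 for T479_RS06030, nearer to the paper's.

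The paper states that 4 c-type cytochrome genes had significantly higher transcription in MFCs. In the test here all 4 had higher values and an adjusted p under 0.05 (for T479_RS06030 not without any 1 of the aerobic replicates), and 3 of the 4 were also past the 2-fold threshold that the methods give. T479_RS06030 had a log2 fold change of 0.72 and was called with the adjusted p alone, and under no other of the settings run. In Supplementary Data 1 its fold change is 1.91 in favour of MFC, and it is the 1 gene of the 836 called in the rows used here that lies under 2-fold. Of these 836, the lowest mean TPM in the higher group is 5.07, and 72 further rows pass the fold change and q thresholds without being called, none with a mean above 4.96 TPM.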

Other observations

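Of 7 described genes of the S-layer and cell surface, 5 were higher in MFC cells, among them 2 S-layer proteins, T479_RS00595 (log2 fold change 2.06, standard error 0.32, adjusted p = 5.36e-04 from edgeR) and T479_RS17215 (2.87, standard error 0.49). The most abundant gene of the list, T479_RS02850 (S-layer homology domain-containing protein), rose less, from 7896 ± 1229 to 17080 ± 7336 CPM (SD, n = 3). Its log2 fold change was 1.11 (standard error 0.35, adjusted p = 0.0212 from edgeR). Of 8 genes of cell division, 2 were higher and 1 lower. EzrA (T479_RS16845), a regulator of the septation ring, rose from 52.2 ± 8.59 to 185 ± 46.6 CPM (SD, n = 3), and FtsE (T479_RS03270) had a log2 fold change of -1.11, whose call is lost without MFC replicate 3 (-0.998). Of 28 tested genes on the list of sporulation and germination, 7 were higher and 9 lower. The higher ones include T479_RS10285 (1.70), whose description, dihydrodipicolinate synthase family protein, does not name sporulation. The sporulation sigma factor SigH (T479_RS22000) fell from 97.2 ± 12.7 to 28.2 ± 3.96 CPM (SD, n = 3), and a Ger(x)C family germination protein, T479_RS10155, had a log2 fold change of -2.79. Among the higher genes, Spo0A (T479_RS13565), the regulator that starts sporulation, rose from 79.4 ± 13.9 to 578 ± 249 CPM (SD, n = 3; log2 fold change 2.86, standard error 0.37, adjusted p = 2.21e-04 from edgeR), and the sporulation sigma factor SigG (T479_RS04390) had a log2 fold change of 2.92 (standard error 0.48). Of 18 genes of iron uptake, 2 were higher and 6 lower, such as an iron ABC transporter permease, T479_RS21430 (-2.33, standard error 0.31), and the ferrous iron transport protein B, T479_RS14375 (-1.62, standard error 0.29).

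The list of flavin synthesis and flavinylation also takes in flavin reductases. Of its 6 tested genes, 1 was higher, the flavin reductase T479_RS08370 (1.74, and 1.16 without MFC replicate 3), and 3 were lower. Apart from T479_RS21365 (-7.72, and -8.47 without MFC replicate 2), the lower ones were riboflavin synthase (T479_RS07705, -2.39, standard error 0.84) and 6,7-dimethyl-8-ribityllumazine synthase (T479_RS07715, -1.74, standard error 0.55), of the last steps of riboflavin synthesis. Both calls are lost without MFC replicate 1 (-2.12 and -1.47), O2 replicate 1 (-2.40 and -1.71) or O2 replicate 2 (-2.32 and -1.68), leaving 2 of the 6 called, that of T479_RS07705 also without O2 replicate 3 (-2.45), and without MFC replicate 2 the values are -3.98 and -2.78. Of 14 genes of oxidative stress defence, 4 were higher and 0 lower (3 higher when adjusted over the list alone), with a heme-dependent peroxidase, T479_RS02380 (1.65), and a glutathione peroxidase, T479_RS20945 (1.34), first. Of 6 genes of fermentation and anaerobic metabolism, 2 were higher and 1 lower. The alcohol dehydrogenase T479_RS02060 rose from 54.6 ± 14.7 to 906 ± 346 CPM (SD, n = 3), and T479_RS07905, of the zinc-binding alcohol dehydrogenase family, had a log2 fold change of -1.98. Of 14 phage genes, 3 had enough counts for the test, of which 1 was higher and 2 lower. The size of both falls rests on single libraries. T479_RS22935 had 119, 12 and 12 counts in aerobic and 0, 3 and 0 counts in MFC replicates 1, 2 and 3 (log2 fold change -5.60, standard error 1.40), with -3.48 without O2 replicate 1 and a fitted -8.72 without MFC replicate 2, where the MFC libraries left are at 0. T479_RS22930 had -2.34 (standard error 0.66), and its call is lost without O2 replicate 1 (-1.37). Except for oxidative stress defence, the counts of these lists were the same when adjusted over each list alone.

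The test of the following pattern was chosen after the result was seen. On a line from the mean of the aerobic libraries (0%) to the mean of MFC replicates 1 and 3 (100%) in log2 CPM over the tested genes, MFC replicate 2 lay at 80.4%, nearer to the aerobic libraries, while MFC replicates 1 and 3 lay at 96.9% and 103%. The positions of replicates 1 and 3 center on 100% by construction. Replicate 2 had no part in setting the line, which by itself can place a library short of 100%. Aerobically grown cells or their RNA in that sample would give every gene that is low in the other MFC libraries the same share of its aerobic level. The share was 0.273% (95% bootstrap interval of the median 0.0164% to 0.820%) over 36 genes at least 32-fold lower in MFC replicates 1 and 3, against a median of 17.9% over 258 genes 2-fold to 8-fold lower, which argues against such a mixture as the reason. A difference in the state of that culture stays open and was not tested.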
